# Combinatorial Smad2/3 Activities Downstream of Nodal Signaling Maintain Embryonic/Extra-Embryonic Cell Identities during Lineage Priming

**DOI:** 10.1016/j.celrep.2018.07.077

**Published:** 2018-08-24

**Authors:** Anna D. Senft, Ita Costello, Hamish W. King, Arne W. Mould, Elizabeth K. Bikoff, Elizabeth J. Robertson

**Keywords:** Smad2, Smad3, Nodal signaling, Bmp signaling, TGF-β signaling, embryonic stem cells, epiblast-like cells, lineage priming, extra-embryonic, cell fate allocation

## Abstract

Epiblast cells in the early post-implantation stage mammalian embryo undergo a transition described as lineage priming before cell fate allocation, but signaling pathways acting upstream remain ill defined. Genetic studies demonstrate that Smad2/3 double-mutant mouse embryos die shortly after implantation. To learn more about the molecular disturbances underlying this abrupt failure, here we characterized Smad2/3-deficient embryonic stem cells (ESCs). We found that Smad2/3 double-knockout ESCs induced to form epiblast-like cells (EpiLCs) display changes in naive and primed pluripotency marker gene expression, associated with the disruption of Oct4-bound distal regulatory elements. In the absence of Smad2/3, we observed enhanced Bmp target gene expression and de-repression of extra-embryonic gene expression. Cell fate allocation into all three embryonic germ layers is disrupted. Collectively, these experiments demonstrate that combinatorial Smad2/3 functional activities are required to maintain distinct embryonic and/or extra-embryonic cell identity during lineage priming in the epiblast before gastrulation.

## Highlights

• Smad2/3 alters the transcriptome and activity of distal regulatory elements in EpiLCs
• Smad2 prevents expression of extra-embryonic genes during priming and differentiation
• Smad2/3 is essential for mesoderm and definitive endoderm cell fate allocation
• Smad2/3 signaling balances Bmp signaling during neural precursor differentiation

## Introduction

The strict segregation of embryonic and extra-embryonic tissues constitutes the earliest cell fate decision in the pre-implantation mammalian embryo. Later, during gastrulation through coordinated patterning by Nodal and Bmp signaling, pluripotent epiblast cells are induced to form the three primary germ layers: mesoderm, definitive endoderm (DE), and ectoderm (Robertson, 2014). However, studies demonstrate that epiblast cells acquire competence to differentiate in response to inductive signaling cues at earlier stages (Smith, 2017). This cellular transition, designated as lineage priming or epiblast maturation and characterized in cultured epiblast-like cells (EpiLCs) (Buecker et al., 2014, Hayashi et al., 2011), is associated with genome-wide reorganization of active enhancers, resulting in decreased expression of naive pluripotency genes, activation of primed and early differentiation genes, and importantly, stable repression of extra-embryonic gene expression (Morgani et al., 2017, Murakami et al., 2016). However, relatively little is known about the underlying molecular mechanisms driving these cellular events.

Our early work showed that Nodal, a member of the transforming growth factor β (TGF-β) superfamily of secreted growth factors, is required for axis patterning in the early post-implantation stage embryo (Brennan et al., 2001). Loss-of-function embryos arrest before gastrulation, fail to form mesoderm, prematurely lose expression of pluripotency markers, and precociously activate neuroectoderm markers (Brennan et al., 2001, Camus et al., 2006, Mesnard et al., 2006). Nodal receptors activate the closely related downstream intracellular effectors Smad2 and Smad3 (Smad2/3) that translocate into the nucleus to regulate target gene expression (Massagué, 2012). Smad2/3 share >90% amino acid identity and display partially overlapping expression patterns in the early embryo (Dunn et al., 2004, Waldrip et al., 1998). However, loss-of-function mutants display strikingly different phenotypes. Animals lacking Smad3 are adult viable (Datto et al., 1999). In contrast, *Smad2* mutant embryos fail to acquire anterior-posterior patterning and arrest shortly after implantation (Waldrip et al., 1998). Instead, because of loss of Smad2 in the extra-embryonic primitive endoderm (where Smad3 is not expressed), the epiblast defaults exclusively to an extra-embryonic mesodermal fate (Dunn et al., 2004, Waldrip et al., 1998). *Smad3* expression from the *Smad2* locus can rescue the lethal phenotype (Dunn et al., 2005). Moreover, Smad2/3 clearly function in a dose-dependent manner (Vincent et al., 2003). Thus, double-mutant embryos lacking both Smad2/3 abruptly arrest shortly after implantation and are severely disorganized (Dunn et al., 2004).

Previous efforts aimed at dissecting partially overlapping Smad2/3 functional contributions have been hampered by this early lethality. Here we exploited embryonic stem cells (ESCs) lacking both Smad2/3, in combination with directed *in vitro* differentiation protocols, to gain insight into the underlying defects. We observe that Smad2/3 double-mutant ESCs fail to undergo lineage priming or correct cell fate allocation and ectopically activate extra-embryonic genes. This priming defect was associated with inappropriate activation of Oct4-bound distal regulatory sites and enhanced Bmp target gene expression. Collectively, the present results demonstrate that combinatorial Smad2/3 activities are required to maintain embryonic identity in the early epiblast during lineage priming.

## Results

### Smad2/3 Inactivation in ESCs Fails to Disrupt Self-Renewal and Expression of Pluripotency Marker Genes

To investigate functional contributions made by the closely related Smad2/3 transcriptional regulators, we targeted the *Smad3* promoter in *Smad2*^−/−^ (Smad2 knockout [KO]) (Tremblay et al., 2000) or wild-type (WT) ESCs to generate *Smad2*^−/−^*;Smad3*^−/−^ ESCs (Smad2/3 double knockout [DKO]) and *Smad3*^−/−^ ESCs (Smad3 KO) (Figure S1A). Correctly targeted clones were identified by Southern blot analysis, and loss of Smad3 protein expression was confirmed by western blotting (Figures S1B and S1C). WT, Smad2 KO, Smad3 KO, and Smad2/3 DKO ESCs cultured under 2i + LIF (2iL) or serum + LIF (SL) conditions were morphologically indistinguishable (Figure S1D). Smad2/3 DKO ESCs efficiently formed colonies and displayed robust Oct4 and Nanog expression levels (Figures 1A, S1D, and S1E).

**Figure 1:**
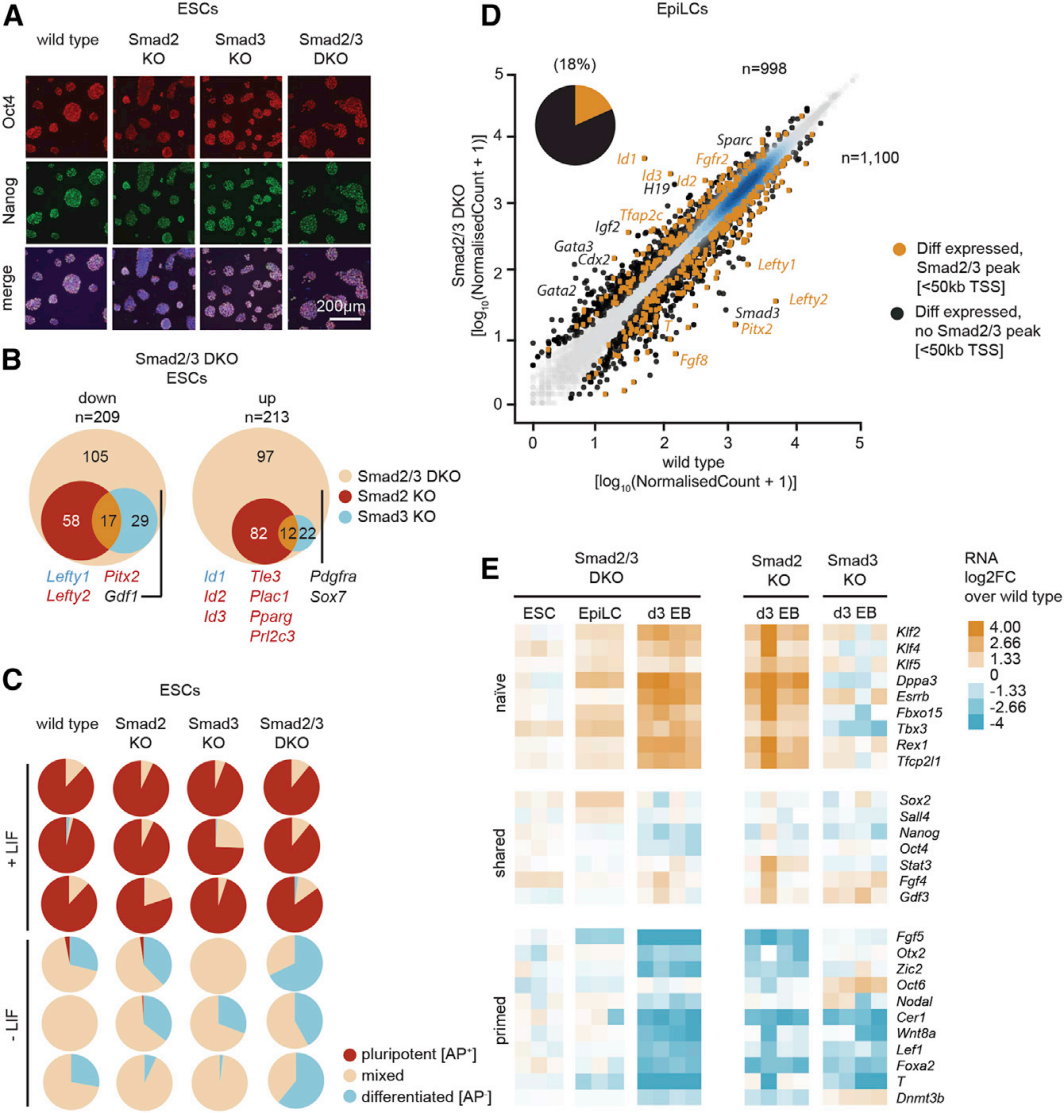
Smad2/3 Repress Expression of Extra-Embryonic and Naive Pluripotency Genes during Lineage Priming (A) WT, Smad2 KO, Smad3 KO, or Smad2/3 DKO ESCs (2iL) were stained for Oct4 and Nanog and counterstained with DAPI. (B) Venn diagrams showing significant changes in gene expression shared by Smad2 KO, Smad3 KO, and Smad2/3 DKO ESCs, relative to WT ESCs, as determined by microarray profiling (n = 3 or 4). Genes uniquely differentially expressed by Smad2 KO or Smad3 KO ESCs were excluded from this analysis. A summary of deregulated genes is presented in Table S1. (C) Pie charts of alkaline phosphatase (AP)-stained WT, Smad2 KO, Smad3 KO, or Smad2/3 DKO ESCs cultured for 5 days in the presence or absence of LIF (n = 3), corresponding to pluripotent, differentiated, or mixed colonies. See also Figure S1F. (D) Scatterplot showing significantly (p < 0.05, Benjamini-Hochberg adjusted) differentially expressed genes in Smad2/3 DKO EpiLCs compared to WT by RNA-seq (n = 3). The cutoff was set to >1.5-fold change. Differentially expressed genes near Smad2/3 ChIP-seq peaks in day 3 EBs (≤50 kb of its transcriptional start site [TSS]) are indicated in yellow. The pie chart indicates the proportion of differentially expressed genes also showing Smad2/3 ChIP-seq peaks (≤50 kb of TSS). (E) Heatmap showing relative expression levels of pluripotency marker genes in Smad2/3 DKO ESCs, EpiLCs, and day 3 EBs compared to WT controls (n = 3 or 4). Profiles of Smad2 KO and Smad3 KO day 3 EBs are shown on the right.

To examine gene expression changes, we carried out transcriptional profiling experiments using microarrays. We identified 422 genes with significantly changed expression levels (209 down and 213 up) in Smad2/3 DKO ESCs cultured under SL conditions compared to WT ESCs (Figure 1B; Table S1). Several Nodal targets (*Lefty1/2* and *Pitx2*) were downregulated, while Bmp target genes (*Id1*/2/*3)* were upregulated. Genes normally confined to trophectoderm derivatives (*Tle3*, *Plac1*, *Pparg*, and *Prl2c3*) and extra-embryonic primitive endoderm (*Pdgfra* and *Sox7*) were upregulated in Smad2/3 DKO ESCs. A subset of differentially expressed genes was also significantly altered in either Smad2 KO or Smad3 KO ESCs (33% and 12%, respectively) (Figure 1B). Smad2, but not Smad3, KO ESCs display upregulated extra-embryonic gene expression. There was no evidence for altered expression of pluripotency markers (Table S1).

### Loss of Smad2/3 Results in Activation of Extra-Embryonic and Bmp Target Gene Expression upon Exit from the Undifferentiated State

To test whether these transcriptional changes potentially influence exit from the naive state, we induced differentiation by plating ESCs (SL) at low density in the absence of LIF and performed alkaline phosphatase (AP) staining to identify naive ESCs. Similar to WT or single-KO ESCs, Smad2/3 DKO ESCs gave rise to AP-negative colonies (Figure 1C). As for BMP4-treated WT ESCs that similarly exhibit a bias toward extra-embryonic gene expression, Smad2/3 DKO and to a lesser extent Smad2 KO ESC colonies displayed a distinctive, more flattened, epithelial morphology (Hayashi et al., 2010) (Figure S1F).

To further explore exit from the naive state, we compared gene expression profiles of WT and Smad2/3 DKO EpiLCs using RNA sequencing (RNA-seq). As expected, WT ESCs (2iL) induced to form EpiLCs by activin A and Fgf2 treatment adopted a flattened cell morphology. The appearance of Smad2/3 DKO EpiLCs closely resembled WT (Figure S1G). RNA-seq analysis identified 2,098 genes with significantly changed expression in Smad2/3 DKO compared to WT EpiLCs (1,100 down and 998 up) (Figure 1D; Table S2). We found that expression levels of Nodal-dependent genes (e.g., *Lefty1*/*2* and *Pitx2*) and early mesoderm markers (e.g., *T* and *Fgf8*) were downregulated in Smad2/3 DKO EpiLCs. However, Bmp targets (e.g., *Id1*/2/3/4) and extra-embryonic ectoderm (e.g., *Fgfr2* and *Tfap2c*), trophectoderm (e.g., *Gata2* and *Gata3*), and visceral endoderm (VE) (e.g., *H19* and *Sparc*) marker genes were activated.

Next, we compared the list of differentially expressed genes with published Smad2/3 chromatin immunoprecipitation sequencing (ChIP-seq) datasets (Wang et al., 2017). We found that 18% of differentially expressed genes in Smad2/3 DKO EpiLCs were occupied by Smad2/3 in differentiated embryoid bodies (EBs), in contrast to only 3% in ESCs (Table S2). Smad2/3-occupied differentially expressed genes included both Nodal and Bmp targets. Except for *Fgfr2* and *Tfap2c* (encoding Ap2γ) none of the ectopically activated extra-embryonic genes were found to be Smad2/3 occupied, which implicates an indirect regulatory mechanism, assuming Smad2/3 occupancy is similar between EpiLCs and EBs.

### Combinatorial Smad2/3 Activities Control Pluripotency-Associated Gene Expression during Lineage Priming

Smad2/3 DKO EpiLCs display enhanced expression of naive pluripotency markers (e.g., *Klf2* and *Rex1*) characteristic of the blastocyst inner cell mass, together with decreased expression of primed pluripotency markers (e.g., *Fgf5* and *Oct6*) (Figure 1E). Reduced Oct6 expression was confirmed by immunofluorescence staining experiments (Figure S1G). In contrast, expression of the epiblast marker *Otx2* was unchanged (Figures 1E and S1G). To further examine gene expression changes during differentiation, Smad2/3 DKO ESCs were induced to form EBs and transcriptional profiles were analyzed using microarrays. As shown in Figure 1E, Smad2/3 DKO EBs display striking downregulation of primed pluripotency markers and upregulated expression of naive pluripotency genes. In addition, when we analyzed single-KO EBs, we found that Smad2 KO EBs, but not Smad3 KO EBs, resembled Smad2/3 DKO EBs. Consistent with this, EpiLCs express *Smad2* at roughly 5-fold higher levels in comparison with *Smad3*. Thus, Smad2 activity is predominantly responsible for governing the gain of primed and/or differentiated identity during lineage priming.

### Smad2/3 Influence Chromatin Accessibility during the ESC-to-EpiLC Transition

The preceding results demonstrate that Smad2/3 activities regulate pluripotency-associated gene expression. However, we detected a relatively low degree of overlap between Smad2/3-dependent transcripts and nearby sites of Smad2/3 binding using published Smad2/3 ChIP-seq datasets from day 3 EBs (Wang et al., 2017). These experimental approaches provided only a limited view of the Smad2/3 regulatory network. Global changes in the activities of distal regulatory elements, such as enhancers, during acquisition of the primed state have been previously documented (Buecker et al., 2014, Factor et al., 2014). Therefore, we decided to evaluate possible changes affecting the distal regulatory element landscape in Smad2/3 DKO EpiLCs using the assay for transposase accessible chromatin (ATAC)-seq.

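In ATAC-seq, the Tn5 transposase inserts sequencing adapters into accessible DNA, so reads pile up at open regulatory elements. EpiLCs are epiblast-like cells, obtained here from naive ESCs after 48 h in activin A and Fgf2, that model the primed state. The series has 3 differentiations of WT EpiLCs and 3 of Smad2/3 DKO EpiLCs, with 1 clone per genotype, so differences between clones cannot be separated from the genotype. Each transposition used 75000 cells and was performed as 2 technical replicates. As a control, 100 ng of genomic DNA from WT EpiLCs was treated with Tn5. The authors aligned paired-end reads to mm10 with bowtie2, discarded non-unique and blacklisted reads, and removed PCR duplicates. They called sites with DANPOS2 from the triplicates and the genomic DNA control, and compared the reads at these sites between genotypes with DiffBind. The paper's text does not name DiffBind's version or normalization, or whether read ends were shifted to the centre of the Tn5 insertion. A shift of that kind moves site borders by a few base pairs, and the listed coordinates are all multiples of 10 bp. The authors' deposited table lists 75880 sites with a median width of 400 bp, and ranges from 150 to 7300 bp. For each site the table gives the log2 mean of the normalized reads in each genotype, called the concentration, the log2 fold of DKO over WT, a p-value and a false discovery rate (FDR). Over all sites in the authors' deposited table, the median concentration was 5.00, with quartiles of 4.14 and 6.13. The table holds a mean per genotype and no value per library, so the depth of each library and the spread between differentiations are unknown here. The tests on site lists treat sites as units, and sites are not independent replicates. From this point, sites were called at an FDR under 0.05 and a fold change over 1.5, as in the methods, and placed on the RefSeq annotation of GRCm38, the assembly that mm10 names.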

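At an FDR under 0.05 and a fold change over 1.5, 4212 of the 75880 sites in the authors' deposited table differed between Smad2/3 DKO and WT EpiLCs. Of these, 3185 were less accessible in DKO, with a median log2 fold of -1.26, and 1027 were more accessible, with a median log2 fold of 1.25. Decreased sites made up 75.6% of the differential sites. The median log2 fold of all listed sites was -0.08, and centring the log2 fold on it gave 3015 decreased and 1084 increased sites. The alternative that moved the counts most was a log2 fold over 1.5 in place of a fold change over 1.5, which gave 1105 decreased and 371 increased sites. The inactivated genes were examined next. Of 3 sites within 50 kb of the Smad3 TSS, 1 decreased and 1 increased. The decreased site lies on chromosome 9 from 63757970 to 63758460 of mm10, centred 221 bp upstream of the Smad3 TSS. In the authors' deposited table it had a WT concentration of 5.42 and the lowest listed DKO concentration, -0.10 (log2 fold -5.52, FDR 2.4e-07). That lowest value was read here as the level of no reads, since no counts are given. The Smad3 deletion covers the promoter and first exon. The increased site, intergenic and 45456 bp upstream of the TSS (63803250 to 63803650), had a log2 fold of 0.64 and an FDR of 0.0312 in the authors' deposited table. At Smad2, which carries an older targeted allele, neither of the 2 sites within 50 kb of the TSS passed, and none had an unadjusted p under 0.05. The site with the lowest FDR among decreased sites spans the Ctnna2 TSS on chromosome 6 (77978690 to 77980490), with a log2 fold of -1.06 and an FDR of 1.69e-42 in the authors' deposited table. It lies in an 11.23 Mb segment of chromosome 6 in which 98.43% of the 191 sites with a concentration of at least 4 were lower in DKO. That segment holds 164 of the decreased sites, and 3021 lie outside it. The next sites by FDR were intergenic, on chromosome 6 from 148516580 to 148517080, 72478 bp from the Tmtc1 TSS (log2 fold -3.19), and on chromosome 11 from 25240410 to 25241390, 60163 bp from the Gm12069 TSS (log2 fold -2.99), both from the authors' deposited table. Among increased sites, the lowest FDRs in the authors' deposited table were at the Samd12 TSS (chromosome 15, 53901670 to 53902990, log2 fold 1.32), at an intergenic site 209882 bp from the Igfbp3 TSS (chromosome 11, 7423210 to 7424400, log2 fold 1.45) and at the Peg13 TSS in intron 16 of Trappc9 (chromosome 15, 72809840 to 72810920, log2 fold 3.21).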

We identified 4,274 regulatory elements that were differentially accessible in Smad2/3 DKO compared to WT EpiLCs (3,234 decreased and 1,040 increased) (Figure 2A; Table S3). To explore the possibility that Smad2/3-dependent regulatory elements potentially influence the transition to the primed state, we identified sites where chromatin accessibility is changed during the ESC-to-EpiLC transition by comparing EpiLC ATAC-seq data with our published WT ESC ATAC-seq dataset (Simon et al., 2017). Most (90%) Smad2/3-dependent sites undergo changes in chromatin accessibility during the ESC-to-EpiLC transition (Figure 2B). Furthermore, many of these were located more than 5 kb from transcriptional start sites (Figure 2C) and displayed an enrichment for markers of distal regulatory elements, including p300, H3K27ac, and H3K4me1 (Figure 2D). These observations suggest that combinatorial Smad2/3 activities influence the global reconfiguration of the chromatin landscape during lineage priming.

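Distances were measured from each site's midpoint to the nearest of 31647 RefSeq TSSs. Of the 4212 differential sites, 87.7% lay over 5 kb from a TSS, against 71.0% of the 71668 sites not called (odds ratio 2.91, p = 4.19e-141, Fisher's exact test, two-sided, across sites). The share was 89.9% for decreased sites and 80.7% for increased sites, and these also differed from each other (odds ratio 2.13, p = 9.76e-14, Fisher's exact test, two-sided). Among the differential sites, 12.3% lay within 5 kb, 32.8% at 5 to 50 kb, 47.1% at 50 to 500 kb and 7.74% beyond 500 kb. The median distance was 73436 bp for decreased sites, 34654 bp for increased sites and 24075 bp for sites not called. By annotation, 59.7% of decreased and 60.3% of increased sites were intergenic, and 36.5% and 33.4% were intronic. In a random sample of 5000 sites not called, 52.2% were intergenic and 34.8% intronic. With the TSSs of GENCODE, a larger annotation chosen after the data were seen, the share of differential sites over 5 kb was lowest, at 75.2%.

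**Figure D1:**
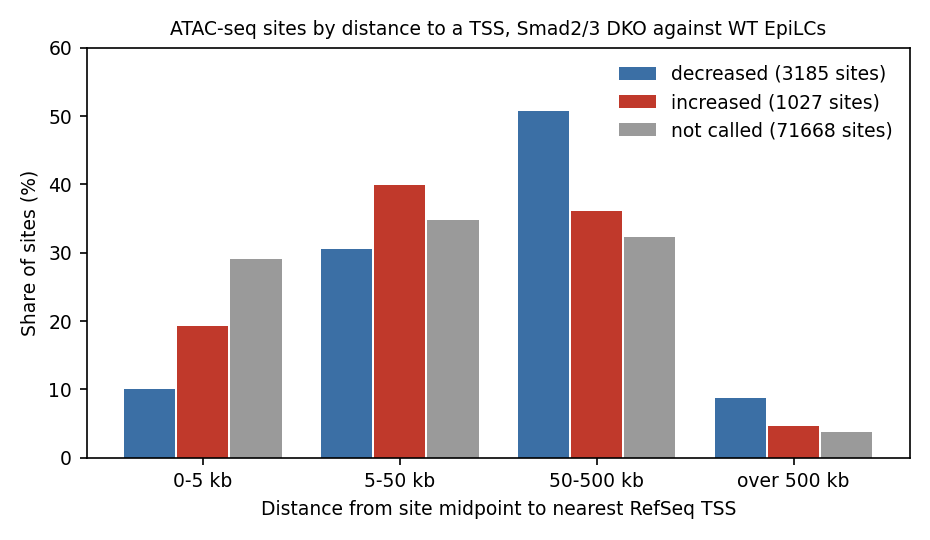
Share of sites, in percent, in each class of distance from the site's midpoint to the nearest RefSeq TSS, for sites less accessible in Smad2/3 DKO EpiLCs (blue), more accessible (red) and not called (grey). Within 5 kb lie 10.1% of decreased, 19.3% of increased and 29.0% of the other sites, and at 50 to 500 kb lie 50.7%, 36.1% and 32.3%.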

**Figure 2:**
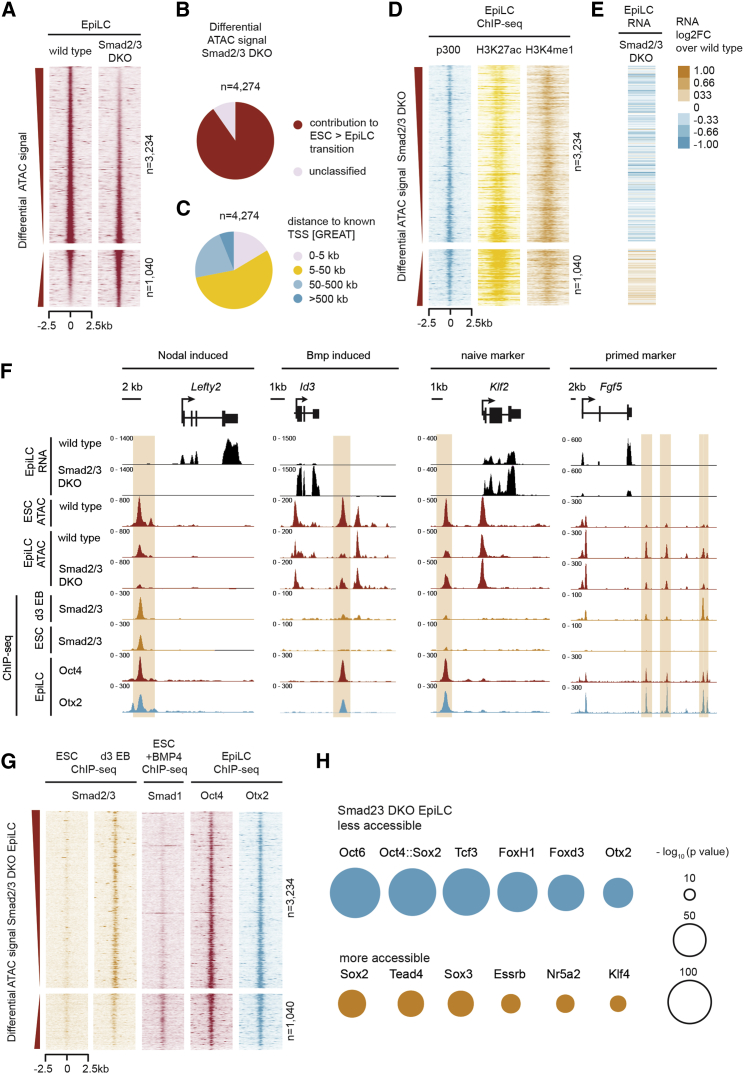
Smad2/3 Influences the Activity of Oct4-Occupied Distal Regulatory Enhancers during Priming (A) Heatmap of regulatory elements with differential chromatin accessibility in Smad2/3 DKO EpiLCs compared to WT EpiLCs, as measured by ATAC-seq (false discovery rate [FDR] < 0.05, fold change > 1.5). Sites with decreased chromatin accessibility (top) and sites with increased chromatin accessibility (bottom) are ranked by decreasing and increasing ATAC signal change. See also Table S3. (B and C) Pie charts indicating (B) distributions of differential accessible sites in Smad2/3 DKO EpiLCs compared to WT overlapping with regulatory elements gained or lost during the ESC-to-EpiLC transition or (C) the distance to known TSS as defined by Genomic Regions Enrichment of Annotations Tool (GREAT). (D) Heatmap read density plots of p300, H3K27ac, and H3K4me1 ChIP-seq signal at regulatory elements with differential accessibility in Smad2/3 DKO EpiLCs (ranked as in A). (E) Heatmap depicting the log2 fold change (log2FC) in gene expression in Smad2/3 DKO EpiLCs relative to WT EpiLCs as determined by RNA-seq. Genes nearest regulatory elements with differential accessibility in Smad2/3 DKO EpiLCs are shown. (F) Genome browser snapshots of RNA-seq and ATAC-seq tracks in Smad2/3 DKO and WT EpiLCs at selected genomic loci. ATAC-seq of WT ESCs, ChIP-seq tracks of Smad2/3 occupancy in ESCs and day 3 EBs, and Oct4 and Otx2 occupancy in EpiLCs are also shown. (G) Heatmap read density plots of WT Smad2/3, Smad1, Oct4, and Otx2 ChIP-seq signal in the indicated cell types at regulatory elements with differential accessibility in Smad2/3 DKO EpiLCs (ranked as in A). ESCs were treated with 10 ng/mL BMP4 for Smad1 ChIP-seq. (H) Motif enrichment analysis of regulatory elements with differential chromatin accessibility in Smad2/3 DKO EpiLCs. Motifs for transcription factors associated with primed or naive, extra-embryonic, and neural cell states were significantly enriched.

Changes in chromatin accessibility at distal regulatory elements in Smad2/3 DKO EpiLCs potentially influence expression of nearby genes. To test this possibility, we compared ATAC-seq and transcriptional profiles. We found that sites with decreased accessibility were associated with reduced expression of nearby genes (Figure 2E). 

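Each site was assigned to the gene with the nearest RefSeq TSS, and the gene's direction was taken from the paper's RNA-seq results in Table S2, made from the same cells as the ATAC-seq. The 1999 genes used from Table S2 comprise 1100 lower and 899 higher in Smad2/3 DKO EpiLCs, and the 99 most strongly increased were not used here. In a comparison added after the data were seen, 14.5% of the decreased sites had a nearest gene that was down in Table S2, against 6.30% of sites not called (odds ratio 2.53, p = 3.18e-58, Fisher's exact test, two-sided, across sites). Among the differential sites whose nearest gene is in the part of Table S2 used, 463 decreased sites lay nearest to a down gene and 109 to an up gene. For increased sites, 36 lay nearest to a down gene and 110 to an up gene. Site and gene changed in the same direction at 79.8% of these sites, which involve 420 genes (odds ratio 12.98, p = 4.47e-37, Fisher's exact test, two-sided). The odds ratio moved most at an FDR under 0.01, to 38.55. Several sites can share a gene, and with each gene counted once the odds ratio was 13.3. Without the segment of chromosome 6 that is lower in DKO as a whole, it was 11.07, and 13.1% of decreased sites had a nearest gene that was down. The 333 genes of Table S2 nearest to a decreased site comprised 252 down and 81 up genes, with a median of the paper's log2FC of -0.92. This count of up genes and this median also leave out the most strongly increased genes. The paper compared the ATAC-seq and transcriptional profiles to test whether changes at distal elements influence nearby genes, and reports the association shown in Figure 2E.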

For example, *Lefty1*/*2* and *Pitx2* display decreased chromatin accessibility at nearby enhancer regions normally occupied by Smad2/3 during differentiation (Figures 2F, 2G, and S2A). In contrast, sites that displayed increased chromatin accessibility were associated with increased expression levels (Figure 2E); however, unlike sites showing decreased accessibility, these loci tended to have lower levels of Smad2/3 binding (Figure 2G). 

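Lefty2 (chromosome 1, 180893108 to 180899107 of mm10) and Lefty1 (180935022 to 180938401) share 4 decreased sites within 50 kb of their TSSs, and no site there increased. In the authors' deposited table, an intergenic site from 180888430 to 180890070, centred 3858 bp upstream of the Lefty2 TSS, had a log2 fold of -1.70 (FDR 1.97e-25). A second intergenic site from 180924750 to 180925300, centred 9997 bp upstream of the Lefty1 TSS, had a log2 fold of -2.94 (FDR 1.12e-18) in the authors' deposited table. The Lefty1 promoter site from 180934390 to 180934960 had a WT concentration of 6.01 and the lowest listed DKO concentration, -0.10, read as the level of no reads (log2 fold -6.11, FDR 1.72e-09 in the authors' deposited table). It is 1 of 12 sites on chromosome 1 with that DKO concentration and a WT concentration of at least 4. The fourth site, from 180937890 to 180938250, overlaps the UTR in exon 4 of Lefty1 and had a log2 fold of -3.10 in the authors' deposited table. The paper's log2FC in Table S2 is -7.13 for Lefty1 and -7.02 for Lefty2. Occupancy by Smad2/3 at these sites was not analysed here.

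**Figure D2:**
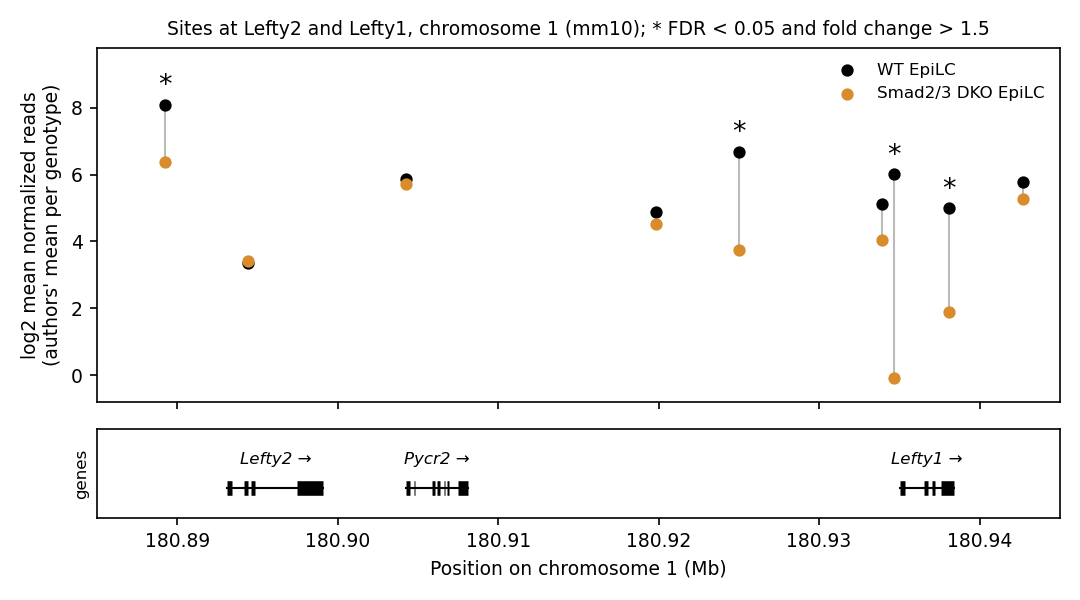
Accessibility at each listed site between Lefty2 and Lefty1, as the log2 mean of normalized reads in WT (black) and Smad2/3 DKO (orange) EpiLCs from the authors' deposited table, above the gene models with exons as boxes. Asterisks mark the 4 sites that passed the threshold, and the Lefty1 promoter site falls from 6.01 to -0.10.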

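In the matching comparison for the 1027 increased sites, also added after the data were seen, 10.7% had a nearest gene that was up in the part of Table S2 used, against 4.79% of sites not called (odds ratio 2.39, p = 2.58e-14, Fisher's exact test, two-sided, across sites). The 121 genes of Table S2 nearest to an increased site comprised 88 up and 33 down genes, with a median of the paper's log2FC of 0.74. Since the most strongly increased genes of Table S2 were not used, sites next to them count here as having no changed gene. The highest log2FC in the part used is 1.89, so the count of up genes and the median leave out larger increases. Smad2/3 binding at the sites was not analysed here.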

Sites of increased accessibility are associated with increased Smad1 occupancy in BMP4-treated ESCs (Morikawa et al., 2016) (Figure 2G). Collectively, these results demonstrate that Smad2/3 act to promote full access to distal regulatory elements governing gene expression changes necessary for cells to transition to the primed state.

### Oct4 and Otx2 Occupy Smad2/3-Dependent Distal Regulatory Elements

Studies demonstrate that Oct4 binding switches from naive enhancers to primed enhancers at pluripotency genes coincident with occupancy by so-called mediators of the primed state, such as Otx2, during the ESC-to-EpiLC transition (Buecker et al., 2014). Here we observe in EpiLCs an enrichment of Oct4 and Otx2 ChIP-seq signals at Smad2/3-dependent sites that display decreased chromatin accessibility (Figures 2F and 2G). 

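For each site, 500 bp of mm10 sequence around the midpoint was searched on both strands for exact matches to 11 consensus strings, fixed before the data were examined from the factors named in Figure 2H. Shares with a match were compared with those of the 71668 sites not called by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 22 comparisons. This is a simpler search than the paper's motif enrichment, which scores position weight matrices, and related factors share a consensus. The octamer ATGCAAAT, recognized by POU factors such as Oct6, was present in 9.01% of decreased sites and 4.19% of sites not called (odds ratio 2.27, adjusted exact p = 1.14e-29). The FoxH1 string TGTGGATT was present in 5.02% against 1.72% (odds ratio 3.02, adjusted exact p = 7.54e-29). Matches to the Foxd3 string TGTTTAC occurred in 10.6% against 6.90% (odds ratio 1.61, adjusted exact p = 1.10e-13) and to the Otx2 string GGATTA in 19.9% against 14.2% (odds ratio 1.50, adjusted exact p = 4.88e-17). The Tcf/Lef string CTTTGATS, used for Tcf3, was found in 4.33% and 3.86% (odds ratio 1.13, adjusted exact p = 0.26), a difference that did not pass. The composite Oct4::Sox2 string CWTTGTHATGYWAA is long, and only 3 decreased sites and 100 sites not called held an exact match (adjusted exact p = 0.842). With up to 2 mismatches, a setting chosen after the data were seen, the Oct4::Sox2 odds ratio was 1.68, but against sites matched on GC content and concentration it was 1.03 (adjusted exact p = 0.684). Matching the background also moved the other odds ratios, to 1.69 for the octamer, 2.46 for FoxH1 and 1.22 for both Foxd3 and Otx2, which all still passed.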

Motif enrichment analysis confirmed these sites are highly enriched for Oct4 and Otx2 binding motifs and those recognized by other priming factors, e.g., Oct6 and Foxd3 (Figure 2H). 

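Fgf5 (chromosome 5, 98254184 to 98277033 of mm10) had 6 sites within 50 kb of its TSS, of which 2 decreased and 0 increased. In the authors' deposited table, an intergenic site 29871 bp downstream of the TSS, from 98283690 to 98284420, had a log2 fold of -1.34 (FDR 1.36e-11). Another at 98293090 to 98293870 had a log2 fold of -0.68 (FDR 0.00789) in the authors' deposited table and lies nearer to the TSS of Cfap299. Pou3f1, which encodes Oct6 (chromosome 4, 124657646 to 124660655), had 12 sites within 50 kb and 1 that decreased. That site, from 124639670 to 124640170, is 17726 bp upstream in intron 1 of Gm2164, whose TSS is its nearest, and had a log2 fold of -1.10 (FDR 0.0248) in the authors' deposited table. No site within 10 kb of the Pou3f1 TSS passed. Foxa2 (chromosome 2, 148042877 to 148046969) had 9 sites, of which 3 decreased. They are intergenic, and in the authors' deposited table had log2 folds of -1.19 at 6346 bp upstream (148052780 to 148053850, FDR 2.67e-09), -0.63 at 1796 bp upstream (148048340 to 148049190, FDR 0.0109) and -2.58 at 23314 bp downstream (148022070 to 148022230, FDR 0.0143). The last has a WT concentration of 3.91, below the lower quartile of all sites. Foxa2 lies in a 1.2 Mb stretch of chromosome 2 with a median log2 fold of -0.41. The paper's log2FC in Table S2 is -2.02 for Fgf5 and -0.62 for Pou3f1.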

*Fgf5*, *Oct6*, and *Foxa2*, genes characteristic of the primed state, display decreased accessibility (Figures 2F and S2B). In contrast, in the absence of Smad2/3, *Klf2*, an Oct4/Otx2-occupied gene that characterizes the naive state, shows increased accessibility at a neighboring distal regulatory element and increased expression levels (Figure 2F). These genomic regions were also enriched for naive, extra-embryonic, and neural transcription factor binding motifs (Figure 2H). However, accessibility near early differentiation and extra-embryonic marker genes appeared to be largely unaffected (Figures S2C and S2D). These observations strengthen the argument that cooperative binding by different transcription factors is required during lineage priming and demonstrate that Smad2/3, together with the pioneer factor Oct4 (Mullen et al., 2011, Ruetz et al., 2017), targets distal regulatory elements controlling the transition from the naive to the primed state.

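Klf2 (chromosome 8, 72319062 to 72321654 of mm10) had 2 sites within 50 kb of its TSS, and 1 increased. In the authors' deposited table this intergenic site, from 72316070 to 72316620 and centred 2717 bp upstream of the TSS, had a concentration of 6.67 in DKO and 5.72 in WT, a log2 fold of 0.95 (FDR 0.00164). It is also the only Klf2 site within 10 kb that passed. The paper's log2FC for Klf2 in Table S2 is 1.09.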

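Matches to the Tead4 string GGAATG were present in 38.3% of increased sites and 26.4% of sites not called (odds ratio 1.73, adjusted exact p = 5.68e-16, Fisher's exact test with Benjamini-Hochberg adjustment). The Sox string CATTGTK, used for Sox2 and Sox3, was present in 18.4% against 12.7% (odds ratio 1.55, adjusted exact p = 7.27e-07). Both also passed in decreased sites, with odds ratios of 1.18 and 1.41, but not against sites matched on GC content and concentration, where the odds ratios in decreased sites were 1.01 and 1.07. In increased sites they passed with the matched background too, at 1.65 for Tead4 and 1.51 for Sox. The Essrb string TCAAGGTCA was found in 1.46% against 0.858% (odds ratio 1.71, adjusted exact p = 0.0916) and the Nr5a2 string TCAAGGYCA in 2.82% against 2.04% (odds ratio 1.40, adjusted exact p = 0.138), which did not pass. The Klf4 string GGGYGKGGC was found in fewer increased sites, 9.64%, than sites not called, 12.9% (odds ratio 0.721, adjusted exact p = 0.00358), and the share in decreased sites was lower still, at 6.12% (odds ratio 0.441, adjusted exact p = 2.41e-33). Against the matched background the difference did not pass in increased sites (odds ratio 0.879, adjusted exact p = 0.453) and passed in decreased sites (odds ratio 0.803, adjusted exact p = 0.0178).

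**Figure D3:**
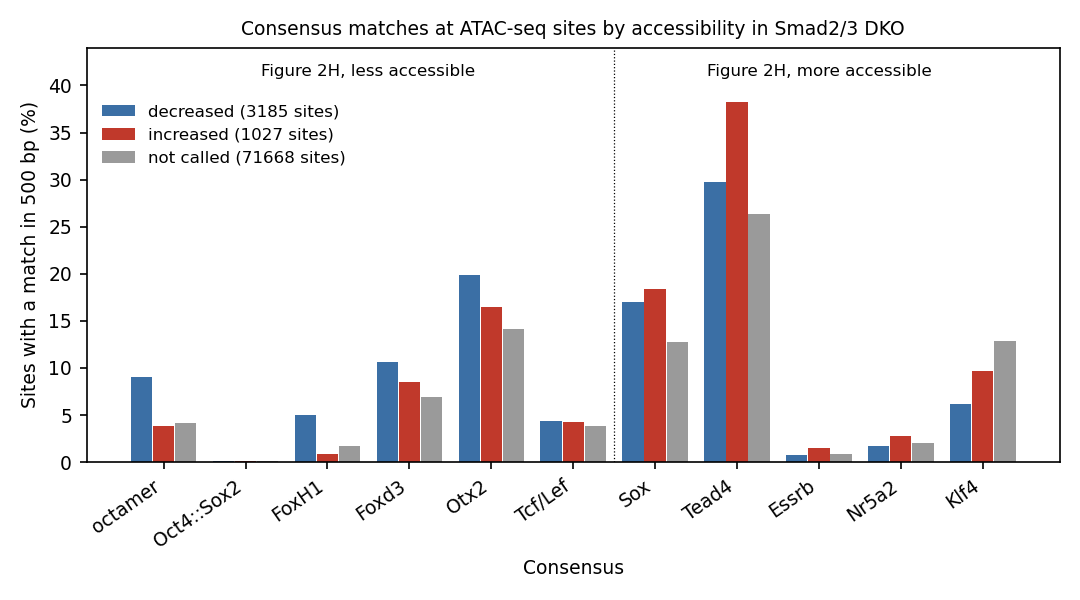
Share of sites, in percent, with at least 1 exact match to each consensus in 500 bp around the midpoint, for decreased sites (blue), increased sites (red) and sites not called (grey), ordered by the direction in which Figure 2H lists the factor. The octamer is present in 9.01% of decreased and 3.80% of increased sites, and Tead4 in 29.8% and 38.3%.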

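Within 50 kb of their TSSs, 7 sites at Eomes, 5 at T, 9 at Cdx2, 4 at H19 and 8 at Ascl2 were listed. At each of these genes, 0 passed the threshold. Table S2 nonetheless gives a log2FC of -1.41 for T and 1.6 for Ascl2, so their expression changed with no site called. Eomes, Cdx2, H19 and Tfap2c have no value in the part of Table S2 used. The paper's text reports H19 and Tfap2c as activated in DKO EpiLCs, so a missing value here does not mean unchanged expression. At an unadjusted p under 0.05, the authors' deposited table lists 2 sites at Eomes, 0 at T, 1 at Cdx2, 1 at H19 and 0 at Ascl2. In the authors' deposited table, the site with the lowest FDR at Eomes (chromosome 9, 118489520 to 118490060, intergenic) had a log2 fold of -0.58 (FDR 0.124), and at T (chromosome 17, 8468720 to 8469120, intergenic) of -0.52 (FDR 0.382). At H19 (chromosome 7, 142610560 to 142611740, intergenic) it was -0.24 (FDR 0.23), and at Ascl2 (chromosome 7, 142919150 to 142919670, intergenic) -0.39 (FDR 0.414), as the authors' deposited table gives them. At Cdx2 the site with the lowest FDR lies in the UTR in exon 1 of Pdx1 (chromosome 5, 147269870 to 147270450), with a log2 fold of -0.44 (FDR 0.244) in the authors' deposited table. Tfap2c had 6 sites, and 1 of them, intergenic and 26414 bp downstream of the TSS on chromosome 2 from 172577220 to 172577590, increased with a log2 fold of 1.27 (FDR 0.027) in the authors' deposited table. No site within 10 kb of Tfap2c passed. The spread between differentiations is unknown here, so a change below the threshold at these sites may not have been detectable and is not shown to be absent.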

### Loss of Smad2/3 Disrupts Cell Fate Allocation during ESC Differentiation

To investigate downstream consequences resulting from this priming defect, we re-examined the Smad2/3 DKO EB microarray profiles. We identified 3,104 genes showing significantly changed expression levels in Smad2/3 DKO compared to WT day 3 EBs (1,487 down and 1,617 up) (Figure S3A). Expression of the top 20 genes normally activated during differentiation was dramatically reduced in Smad2/3 DKO EBs (Figure 3A). Expression of several mesodermal (*Wnt3*, *T*, *Fgf8*, *Mixl1*, *Sp8*, *Eomes*, *Mesp1*, and *Lhx1*) and DE lineage marker genes (*Foxa2*, *Sox17*, *Cxcr4*, and *Gata6*), including a subset known to be direct targets of Smad2/3 in EBs (Wang et al., 2017), were significantly downregulated (Table S1). Profiling at an earlier point revealed that expression of a subset of differentiation genes (e.g., *T*, *Cdx2*, *Wnt8a*, and *Sp5*) was initially induced in Smad2/3 DKO day 2 EBs but failed to be maintained. These transcriptional changes were validated for selected genes by immunofluorescent staining (Figure S3B). Experiments analyzing single-KO EBs demonstrate that both Smad2/3 contribute to expression changes (Figures S3A and S3C). When differentially expressed genes in Smad2/3 DKO day 3 EBs were assessed for their relative expression changes in Smad2/3 DKO EpiLCs and ESCs, we found that Smad2/3 is essential for correct gene expression patterns during differentiation at early stages as cells enter the primed state (Figure S3D).

**Figure 3:**
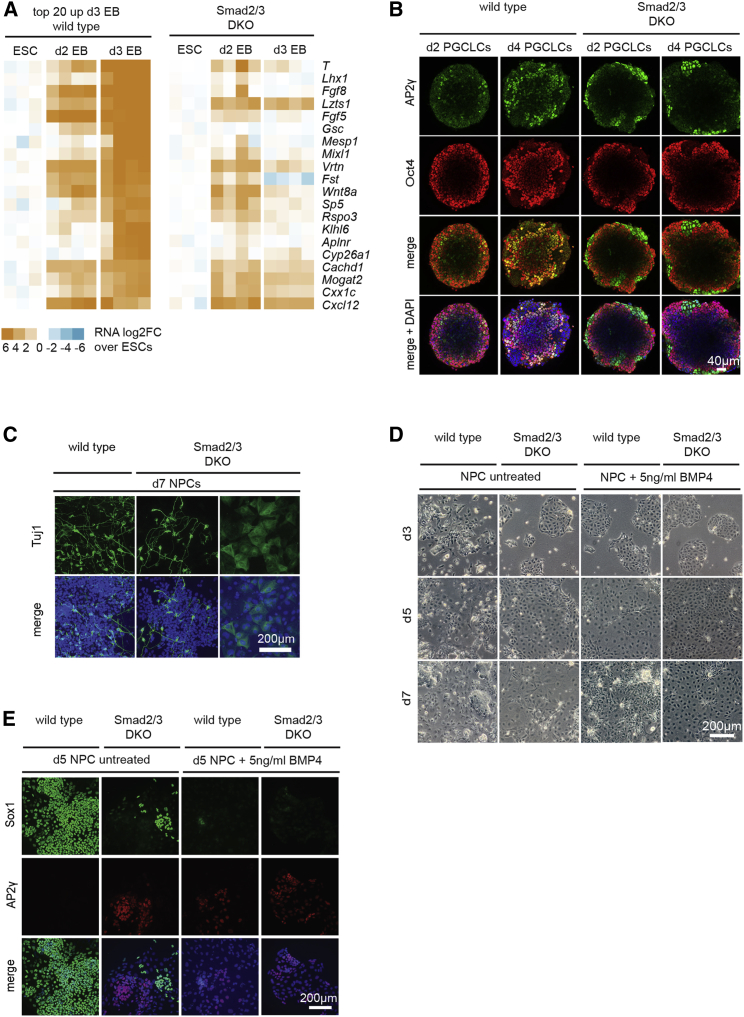
Smad2/3 Governs Embryonic Cell Fate Specification (A) Heatmap showing the log2 fold change (log2FC) in expression of the top 20 genes upregulated in day 3 WT EBs relative to WT ESCs (left) in comparison with their expression changes in Smad2/3 DKO (right). See also Table S1. (B) Anti-AP2γ and Oct4 immunofluorescence staining of WT and Smad2/3 DKO day 2 and 4 PGCLCs. (C) WT and Smad2/3 DKO NPCs at day 7 stained with anti-Tuj1 and counterstained with DAPI. (D) Bright-field images of control WT or Smad2/3 DKO NPCs grown in the absence or presence of BMP4 (5 ng/mL) at days 3, 5, and 7. (E) WT and Smad2/3 DKO NPCs grown in the absence or presence of BMP4 (5 ng/mL) stained with anti-Sox1 and Ap2γ and counterstained with DAPI at day 5.

Primordial germ cells (PGCs) are specified in the early epiblast in response to Bmp signaling from the extra-embryonic ectoderm. To test whether PGC specification is affected by loss of Smad2/3, we exploited PGC-like cell (PGCLC) differentiation protocols (Hayashi and Saitou, 2013). AP2γ/Oct4 co-expression identifies PGCs in the early embryo. In WT cultures, Oct4/AP2γ double-positive cells were readily apparent at day 2 and abundant numbers were present at day 4, but by contrast, day 2 and 4 Smad2/3 DKO cultures contained predominantly Oct4 and AP2γ single-positive cells (Figure 3B), allowing us to conclude that their ability to acquire PGC-like fates is also compromised.

### Smad2/3 Governs the Balance of Nodal/Bmp Signaling during Ectoderm Specification

To evaluate whether ectodermal cell fate decisions are also Smad2/3 dependent, we exploited culture protocols that promote neuroectodermal precursor cell (NPC) formation. Tuj1+ staining identified a subpopulation of *bona fide* elongated neural cells in day 7 Smad2/3 DKO cultures (Figure 3C). However, as for BMP4-treated WT NPCs (Malaguti et al., 2013), from day 3 onward, most cells displayed a flattened epithelial, surface-ectoderm-like morphology (Figure 3D). At day 5, a high proportion of WT cells expresses the early neural marker Sox1. BMP4 treatment normally represses Sox1 expression in WT cultures (Figures 3E and S3E). In Smad2/3 DKO NPCs, the proportion of Sox1+ cells is markedly reduced, but not eliminated. Similarly, expression of the neural marker *Six3* was absent from BMP4-treated NPCs and significantly reduced in Smad2/3 DKO NPCs (Figure S3E). Moreover, Smad2/3 DKO NPCs exhibited ectopic expression of AP2γ and the epithelial marker *Krt18*, normally present only in BMP4-treated WT cultures (Figures 3E and S3E). Thus, neural fate appears to be induced in a subpopulation of Smad2/3 DKO cells. However, terminal differentiation of neuroectodermal cells is compromised, possibly due to increased Bmp signaling. Thus, as reported for Alk4/5/7 inhibitor-treated ectoderm explants (Li et al., 2013), here we found that combinatorial Smad2/3 activities are required for fine-tuning the balance of neural versus epidermal cell fates.

### Ectopic Activation of Extra-Embryonic Gene Expression in Smad2/3-Deficient EBs

Expression of Bmp target genes (*Id1*–*Id4*) was upregulated in Smad2/3 DKO compared to WT ESCs, EpiLCs, and day 3 EBs, consistent with increased levels of Bmp signaling activities (Figure 4A). To examine this possibility, we differentiated Smad2/3 DKO EBs in the presence and absence of the Bmp type 1 receptor inhibitor LDN-193189. In contrast to WT EBs, in which Bmp receptor inhibition markedly reduced p-S1/5/8 levels, we found that Smad2/3 DKO EBs are refractory to LDN-193189 treatment, with levels of p-S1/5/8 and Id1 remaining unchanged (Figure 4B). Next, we evaluated possibly elevated Bmp signaling in embryonic day 5.5 (E5.5) double-mutant embryos. In WT embryos p-S1/5/8 staining is restricted to the proximal VE, while in mutant embryos ectopic nuclear p-S1/5/8 staining is present throughout the VE (Figure 4C). Consistent with this, in double-mutant embryos VE specification is disrupted, as seen by loss of both Eomes and Otx2 expression (Figure 4D).

**Figure 4:**
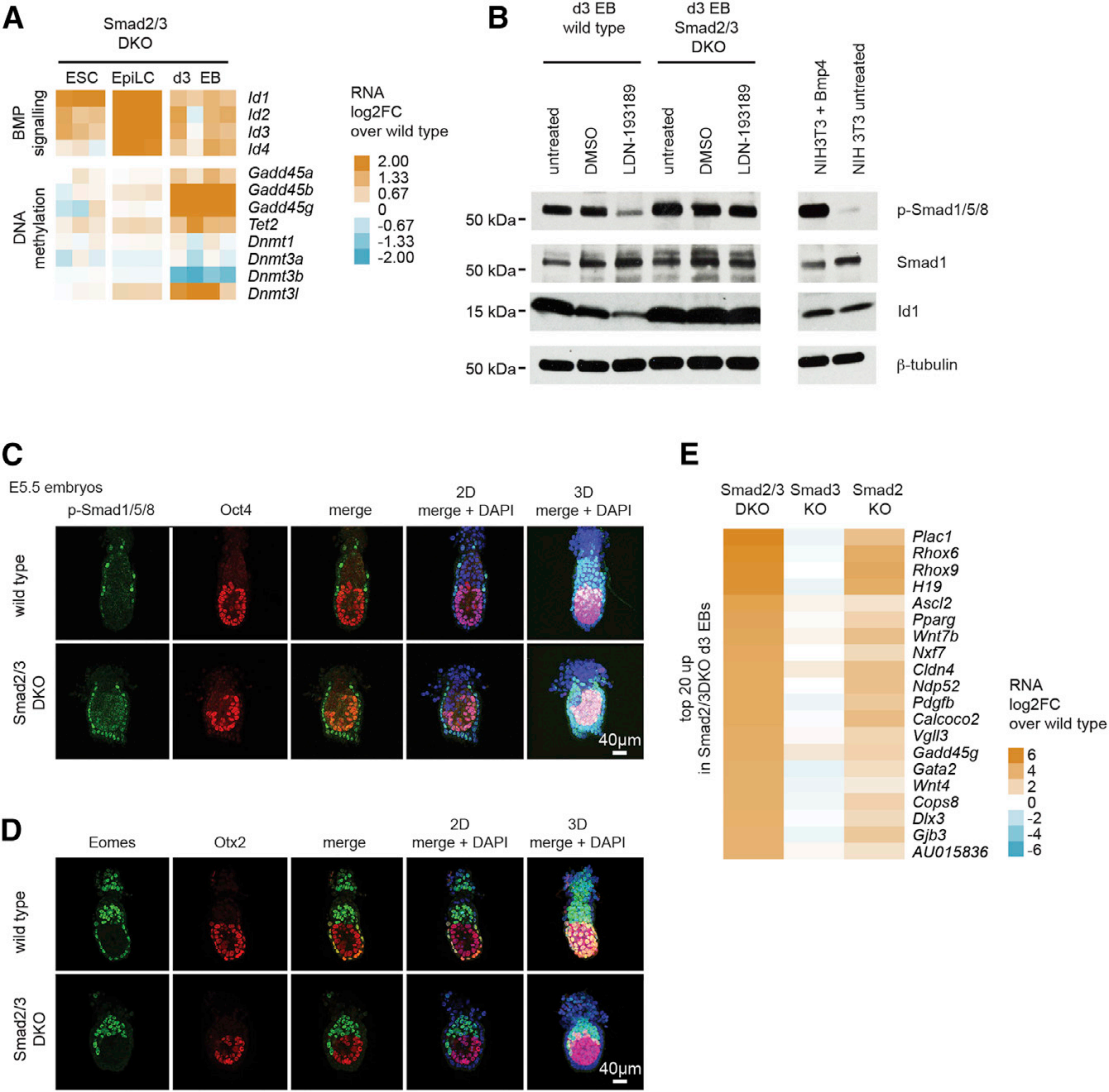
Enhanced Bmp Signaling Caused by the Absence of Smad2/3 Disturbs Embryonic Patterning (A) Heatmap showing the log2FC in expression of selected Bmp target genes and those involved in DNA methylation for Smad2/3 DKO ESCs, EpiLCs, and day 3 EBs compared to WT controls (n = 3 or 4). (B) Western blot analysis of WT and Smad2/3 DKO day 3 EBs treated with DMSO or LDN-193189 (250 nM, 24 hr from day 2 to day 3) or untreated. Blots were probed with the indicated antibodies. (C and D) Anti-p-Smad1/5/8 and Oct4 (C) or Eomes and Otx2 (D) immunofluorescence staining of E5.5 WT or Smad2/3 DKO mouse embryos. (E) Heatmap showing the log2FC in expression of the top 20 upregulated genes (p < 0.05, fold change > 1.5) in Smad2/3 DKO day 3 EBs compared to WT day 3 EBs and their expression changes in Smad2 KO and Smad3 KO day 3 EBs (n = 4, averaged). See also Table S1.

Bmp signaling has been shown to activate extra-embryonic gene expression (Hayashi et al., 2010). Similarly, in Smad2/3 DKO day 3 EBs, a subset of trophectoderm-derived, extra-embryonic tissue-expressed genes (e.g., *Plac1*, *Rhox6*, *Rhox9*, and *Ascl2*) and VE genes (e.g., *H19*) shows strongly upregulated expression (Figure 4E). However, expression of other essential extra-embryonic genes (e.g., *Elf5*) was unaffected. Thus, we conclude that Smad2/3-deficient cells are not simply defaulting to defined extra-embryonic fates.

Embryonic and extra-embryonic tissues in the early post-implantation mouse embryo show distinct patterns of DNA methylation (Smith et al., 2017). In addition, in the epiblast, DNA methylation gradually increases, coincident with the exit from naive pluripotency (Auclair et al., 2014, Kalkan et al., 2017). Reduced DNA methylation has been shown to cause disturbances, affecting the maintenance of embryonic and/or extra-embryonic cell identity and ESC differentiation (Jackson et al., 2004, Ng et al., 2008, Sakaue et al., 2010). Reduced Bmp signaling in Smad1/5 DKO ESCs results in increased *Dnmt3b* levels, enhanced DNA methylation, and more efficient embryonic differentiation (Gomes Fernandes et al., 2016). Consistent with enhanced Bmp signaling, we found that Smad2/3 DKO day 3 EBs display decreased *Dnmt3b* expression and increased expression of genes associated with DNA demethylation (*Tet2* and *Gadd45b*) (Figure 4A). Extra-embryonically expressed imprinted genes (e.g., *Rhox5*, *H19*, *Igf2*, *Ascl2*, and *Peg10*), whose differential expression is controlled by DNA methylation, were also upregulated (Table S1). It is tempting to speculate that ectopic extra-embryonic gene expression in Smad2/3-deficient EBs reflects enhanced Bmp signaling, together with changes affecting the patterns of DNA methylation.

## Discussion

We reported many years ago that double Smad2/3 homozygous mutant embryos abruptly arrest at early post-implantation stages (Dunn et al., 2004). However, it has proved difficult to characterize the underlying molecular defects responsible for this early lethality. Here we generated double Smad2/3 homozygous null ESCs and investigated their differentiation capabilities. Our genome-wide transcriptional profiling experiments demonstrate that Smad2/3 activities in early epiblast cells are required to promote the transition from naive pluripotency to lineage priming and the onset of cell fate allocation.

Our ATAC-seq analysis of Smad2/3 DKO EpiLCs revealed changes in chromatin accessibility at distal regulatory elements occupied by the pioneer transcription factor Oct4 and its interaction partner Otx2 (Buecker et al., 2014, King and Klose, 2017). These changes were closely associated with expression changes at nearby genes. Oct4 interactions with Smad2/3 were previously described in naive and primed cells (Mullen et al., 2011, Sun et al., 2014). It has been proposed that Smad2/3 facilitates accessibility at Oct4-dependent enhancer sites through interactions with chromatin modifiers and remodelers (Funa et al., 2015, Ruetz et al., 2017). The present experiments support the idea that Smad2/3/Oct4/Otx2 transcription complexes are required to mediate cellular transitions from naive to primed and primed to differentiated states. It will be interesting to learn more about associations with additional cofactors having an impact on chromatin structure and transcriptional output at specific target loci.

Early epiblast cells normally undergo lineage priming in the context of tightly balanced reciprocal Nodal/Smad2 and Bmp/Smad1 signaling cues between the embryonic and the extra-embryonic tissues (Ben-Haim et al., 2006, Yamamoto et al., 2009). The present experiments demonstrate that Smad2/3 inactivation results in upregulated Bmp target and extra-embryonic gene expression. Similarly, in Smad2/3 double-mutant embryos, we find ectopic Bmp signaling throughout the distal VE. Studies also suggest that Bmp signaling promotes DNA hypo-methylation in ESCs (Gomes Fernandes et al., 2016). It is tempting to speculate that Smad2/3 activities normally antagonize Bmp signaling and promote DNA methylation selectively in the early epiblast to maintain its developmental potential and prevent contributions to the extra-embryonic cell lineages.

Smad2/3 DKO embryos are more severely disturbed and die earlier in comparison with Nodal KO embryos (Brennan et al., 2001, Dunn et al., 2004). Similarly, Smad2/3 DKO ESCs display more striking differentiation defects compared with Nodal KO ESCs. For example, Nodal KO embryos and ESCs induced to differentiate have been shown to prematurely activate neural gene expression (Camus et al., 2006, Mulas et al., 2017). In contrast, we found that Smad2/3 DKO ESCs induced to differentiate display reduced neural and enhanced surface ectoderm-like and extra-embryonic gene expression. The simplest explanation is that in the absence of Nodal, closely related Smad2/3-dependent TGF-β family members like Gdf1 and Gdf3 partially compensate (Andersson et al., 2007). Consistent with this possibility, Nodal-deficient blastocysts have the ability to activate the Smad2/3-dependent Nodal anterior streak enhancer (Granier et al., 2011). Moreover, unlike Smad2/3 DKO ESCs, Nodal KO ESCs efficiently contribute to embryonic cell lineages (Conlon et al., 1991). Widespread tissue defects observed in Smad2/3 DKO embryos are also considerably more severe compared with those reported for mutant embryos lacking *Fgf5*, *Oct6*, or *Otx2* (Ang et al., 1996, Bermingham et al., 1996, Hébert et al., 1994). Thus, it appears that the profound developmental block in Smad2/3 DKO embryos reflects not only defective lineage priming and embryonic cell fate allocation but also additional disturbances caused by de-repressed Bmp target gene and ectopic extra-embryonic gene expression. Overall, our experiments demonstrate that combinatorial Smad2/3 functional activities collaboratively maintain distinct embryonic and/or extra-embryonic cell identities and strictly divergent lineage-specific transcriptional programs in the early mouse embryo.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit polyclonal anti-mouse Nanog	Abcam	Cat#ab80892; RRID: AB_2150114 Lot: GR40243-12
Goat polyclonal anti-mouse Oct4	Santa Cruz	Cat#sc-8628; RRID: AB_653551, Lot: F1815
Mouse monoclonal anti-mouse Klf4	Santa Cruz	Cat#sc-393462, Lot: iO116
Rabbit polyclonal anti-human Ap2γ	Santa Cruz	Cat#sc-8977; RRID: AB_2286995, Lot: G1112
Goat polyclonal anti-human Brachyury (N-19)	Santa Cruz	Cat#sc-17743; RRID: AB_634980, Lot: A1614
Rat monoclonal anti-mouse E-Cadherin	Sigma-Aldrich	Cat#U3254; RRID: AB_477600, Lot: 085K4798
Goat polyclonal anti-human Gata6	R&D Systems	Cat#AF1700; RRID: AB_2108901, Lot: KWT-417101
Mouse monoclonal anti-human Cdx2	BioGenex	Cat#MU392A-UC; RRID: AB_2650531, Lot: MU392A0713
Rabbit polyclonal anti-mouse Eomes	Abcam	Cat#ab23345; RRID: AB_778267, Lot:GR306193-1
Rabbit monoclonal anti-human Smad1/5/8 (embryo)	Cell Signaling Technology	Cat#13820; RRID: AB_2493181, Lot: D5810
Rabbit polyclonal anti-human Smad1/5/8 (Western blot)	Merck-Millipore	Cat#AB3848; RRID: AB_628261, Lot: JBC17774748
Mouse monoclonal anti-human Smad1	Santa Cruz	Cat#sc-7965; RRID: AB_628261, Lot: A072
Rabbit polyclonal anti-mouse Id1	Santa Cruz	Cat#sc-488; RRID: AB_631701, Lot: B082
Mouse monoclonal anti-mouse p-Smad2	BD Transduction	Cat#610843; RRID:AB_398162, Lot: 3288899
Rabbit monoclonal anti-human Smad3	Abcam	Cat#ab40854; RRID: AB_777979, Lot: GR16548-6
Rabbit polyclonal anti-human Tubulin	Santa Cruz	Cat#sc-9104; RRID: AB_2241191, Lot:I1009
Mouse polyclonal anti-rat Tuj1	Bio Legend	Cat#801201; RRID: AB_2313773, Lot: B209227
Goat polyclonal anti-human Sox1	R&D Systems	Cat#AF3369; RRID: AB_2239879, Lot:XUV0417031
Goat polyclonal anti-human Otx2	R&D Systems	Cat#AF1979; RRID: AB_2157172, Lot: KNO0615111
Goat polyclonal anti-human Oct6	Santa Cruz	Cat#sc-11661; RRID: AB_2268536
Donkey anti-goat Alexa 594	Molecular Probes	Cat#A11058; RRID: AB_142540
Donkey anti-goat Alexa 488	Molecular Probes	Cat#A11055; RRID: AB_142672
Donkey anti-mouse Alexa 488	Molecular Probes	Cat#A21202; RRID: AB_141607
Donkey anti-rabbit Alexa 594	Thermo Fisher Scientific	Cat#A21207; RRID: AB_141637
Donkey anti-goat Alexa 594	Molecular Probes	Cat#A11058; RRID: AB_142540
Donkey anti-rabbit Alexa 488	Molecular Probes	Cat#A21206; RRID: AB_141708
Donkey anti-rat 594	Molecular Probes	Cat#A21209; RRID: AB_2535795
Donkey anti-rabbit HRP	GE Healthcare	Cat#NA934; RRID: AB_772206
Sheep anti-mouse HRP	GE Healthcare	Cat#NA931; RRID: AB_772212

**Bacterial and Virus Strains**		

One Shot Stbl3 Chemically Competent *E. coli*	Invitrogen	Cat#C737303

**Chemicals, Peptides, and Recombinant Proteins**		

Recombinant human/murine/rat Activin A	Peprotech	Cat#120-14E, Lot: 1115478-1
Recombinant human bFGF	Invitrogen	Cat#13256-029, Lot: 1711319A
LDN-193189 (small molecule inhibitor)	Stemgent	Cat#04-0074, Lot: 3061
Recombinant human BMP4	R&D Systems	Cat#314-BP, Lot: BEM11816121
Recombinant mouse SCF	R&D Systems	Cat#455-MC, Lot: CW1715062
Recombinant human Bmp8	R&D Systems	Cat#1073-BP, Lot: EXU1116031
Recombinant mouse EGF	R&D Systems	Cat#2028-EG, Lot: MKG1016021
Human plasma fibronectin purified protein	Millipore	Cat#FC010
CHIR99021	Synthesized by the MRC Protein Phosphorylation Unit, Division of Signal Transduction Therapy at the University of Dundee, UK	N/A
PD0325091	Synthesized by the MRC Protein Phosphorylation Unit, Division of Signal Transduction Therapy at the University of Dundee, UK	N/A
Recombinant LIF (ESGRO)	Millipore	Cat#ESG1107, Lot: 2710245

**Critical Commercial Assays**		

Alkaline Phosphatase Detection Kit	Millipore	Cat#SCR004
Nextera DNA Library Preparation Kit	Illumina	Cat#FC-121-1030

**Deposited Data**		

RNA-seq on Smad2/3 DKO and control epiblast-like cells	N/A	GEO: GSE110163, Table S2, Series GSE110164
ATAC-seq on Smad2/3 DKO and control epiblast-like cells (including Tn5 control)	N/A	GEO: GSE110162, Table S3, Series GSE110164
Illumina MouseWG-6 v2.0 Expression BeadChip microarray on Smad2/3 DKO, Smad2 KO, Smad3 KO and WT mouse ESCs, d2 and d3 EBs	N/A	GEO: GSE110058, Table S1, Series GSE110164

**Experimental Models: Cell Lines**		

WT CCE 129/Sv//Ev embryonic stem cells	(Robertson et al., 1986)	N/A
*Smad2^t^*^*m1Rob/tm1Rob*^ 129/Sv//Ev embryonic stem cells	(Tremblay et al., 2000)	N/A
*Smad3*^*tm1Xfw/tm1Xfw*^ 129/Sv ^∗^ C57BL/6 embryonic stem cells	This study	N/A
*Smad3*^*CRISPR/CRISPR*^ 129/Sv//Ev embryonic stem cells	This study	N/A
*Smad2*^*tm1Rob/tm1Rob*^*;Smad3*^*CRISPR/CRISPR*^ 129/Sv//Ev embryonic stem cells	This study	N/A
NIH 3T3 cells	ATCC	RRID: CVCL_0594

**Experimental Models: Organisms/Strains**		

Mouse: *Smad3*^*tm1Xfw*^*/+*: C57BL/6	Obtained from (Datto et al., 1999)	RRID: MGI:2182651
Mouse: Smad2^tm1Rob^/+: C57BL/6	(Waldrip et al., 1998)	MGI:1857691

**Oligonucleotides**		

Smad3 CRISPR_5′ nick 1 forward CACCGCCCACG TGGGCCACCGGGTAGGG	This study	N/A
Smad3 CRISPR_5′ nick 1 reverse AAACTACCCGGT GGCCCACGTGGGC	This study	N/A
Smad3 CRISPR_5′ nick 2 forward CACCGCGCTG GCGGCGCTGGGCGGGG	This study	N/A
Smad3 CRISPR_5′ nick 2 reverse AAACCGCCCA GCGCCGCCAAGCGC	This study	N/A
Smad3 CRISPR_3′ nick 1 forward CACCGTGTCCC GCCCCACTCGAAGCGC	This study	N/A
Smad3 CRISPR_3′ nick 1 reverse AAACCCGCTT CGAGTGGGGCGGGACAC	This study	N/A
Smad3 CRISPR_3′ nick 2 forward CACCGTCAGTA CATTCTGTCAGATCTGG	This study	N/A
Smad3 CRISPR_3′ nick 2 reverse AAACCCAGAT CTGACAGAATGTACTGAC	This study	N/A
CRISPR_U6 sequencing primer forward GACTATCAT ATGCTTACCGT	This study	N/A
Primers for qRT-PCR and OneStep RT-PCR analysis as well as mouse genotyping and Southern blot probe, see Table S4	This study	N/A

**Recombinant DNA**		

pSpCas9n(BB)-2A-GFP (PX461)	(Ran et al., 2013)	Addgene Plamid #18140

**Software and Algorithms**		

CRISPR design tool	(Hsu et al., 2013)	http://crispr.mit.edu
Bowtie2 aligner	(Langmead and Salzberg, 2012)	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
STAR aligner	(Dobin et al., 2013)	https://github.com/alexdobin/STAR
Samtools	(Li et al., 2009)	http://samtools.sourceforge.net/
Danpos2	(Chen et al., 2013)	https://sites.google.com/site/danposdoc/
MACS2	(Zhang et al., 2008)	https://github.com/taoliu/MACS
bedtools	(Quinlan and Hall, 2010)	http://bedtools.readthedocs.io/en/latest/#
UCSC Genome Browser		https://genome.ucsc.edu/
DiffBind R package	(Ross-Innes et al., 2012)	https://bioconductor.org/packages/release/bioc/html/DiffBind.html
DESeq2 R package	(Love et al., 2014)	http://bioconductor.org/packages/release/bioc/html/DESeq2.html
HOMER	(Heinz et al., 2010)	http://homer.ucsd.edu/homer/index.html
JavaTreeView	(Saldanha, 2004)	http://jtreeview.sourceforge.net/
Analysis of Motif Enrichment Feature in the MEME suite	(McLeay and Bailey, 2010)	http://meme-suite.org/doc/ame.html?man_type=web
GREAT	(McLean et al., 2010)	http://bejerano.stanford.edu/great/public/html/
Arrayanalysis	(Eijssen et al., 2015)	http://www.arrayanalysis.org/
BioVenn	(Hulsen et al., 2008)	http://www.biovenn.nl/
Fiji	(Schindelin et al., 2012)	https://imagej.net/Fiji

**Other**		

*Mus musculus* rRNA genomic sequence	GenBank	BK000964.3
mm10 genome	UCSC Genome Browser	http://hgdownload.cse.ucsc.edu/goldenPath/mm10/bigZips/
Sequencing data from Oct4, Otx2, p300, H3K4me1 and H3K27ac ChIP-seq in EpiLCs and RNA-seq in mouse ESCs and EpiLCs	(Buecker et al., 2014)	GSE56138
Sequencing data from Smad2/3 ChIP-seq in mouse ESCs and embryoid bodies treated with Activin A or SB-431242	(Wang et al., 2017)	GSE70486
Sequencing data from ATAC-seq in mouse ESCs and *in vitro* differentiated definitive endoderm	(Simon et al., 2017)	GSE94250
Sequencing data from Smad1 ChIP-seq in mouse ESCs treated with BMP4	(Morikawa et al., 2016)	GSE70581

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Elizabeth Robertson ().

### Experimental Model and Subject Details

#### Animal care and use

E5.5 Smad2/3 DKO embryos were obtained from intercrosses of *Smad3*^*tm1Xfw*/+^*;Smad2*^*tm1Rob*/+^ (Waldrip et al., 1998, Datto et al., 1999) animals. Blastocysts for ESC derivation and thymus tissue for protein lysates were obtained from the *Smad3*^*tm1Xfw*^ C57BL/6 mouse strain (Datto et al., 1999). PCR genotyping primers are listed in Table S4. All animal experiments were performed in accordance with Home Office (UK) regulations and approved by the University of Oxford Local Ethical Committee.

#### ESC culture

All ESC lines used were XY and grown in feeder-free conditions on 0.1% gelatin-coated dishes at 6% CO_2_ at 37°C. ESCs were cultured in DMEM (GIBCO, Cat#11960-085) supplemented with 15% FBS (GIBCO Cat#10500-062, Lot: 07Q3446K), 1% PEN/STREP, 1% glutamine, 1% NEAA, 1mM sodium pyruvate, 100 μM β-mercaptoethanol and 1000 U/ml LIF (SL). Alternatively, ESCs were cultured in serum-free media containing N2B27 (NDiff®227, Cat#Y40002) supplemented with 1 μM PD0325091 and 3 μM CHIR99021 and 1000 U/ml LIF (2iL).

### Method Details

#### Generation of knockout lines

##### Smad3 KO and Smad2/3 DKO ESC lines

Two sets of four sgRNAs flanking exon 1 of murine *Smad3* were designed using the Zhang lab CRISPR design tool (Hsu et al., 2013) taking care to avoid T-rich 3′ ends and to keep off-sets between nickase-sgRNAs < 10 bp. The PAM sequence was removed and *BbsI* sites engineered at the ends. After cloning into pSpCas9n(BB)-2A-GFP (PX461) (Ran et al., 2013) constructs were transfected into Stbl3 cells. Efficiency of sgRNA plasmids was confirmed by high resolution melt analysis. A maximum of 5 μg pooled isolated non-linearized plasmid DNAs (QIAGEN Maxi Prep kit, Cat#12663) was transfected into 1 × 10^6^ ESCs (either 129/Sv//Ev CCE WT (Robertson et al., 1986) or *Smad2*^*tm1Rob/tm1Rob*^ (Tremblay et al., 2000)) using the Neon® transfection system (Thermo Fisher Scientific, Cat#MPK5000) followed by low-density plating. Deletion of exon 1 was screened for by Southern blotting using a *XbaI* digest and a probe 3′ to the deletion (for sequences see Table S4). Loss of Smad3 protein was confirmed by western blotting using specific antibodies (see Key Resources Table).

##### Conventional Smad3^−/−^ control lines

To generate *Smad3*^*−/−*^ ESCs, blastocysts were obtained from *Smad3*^*tm1Xfw*/+^ females mated to *Smad3*^*tm1Xfw*/+^ males. ESC lines were isolated in 2iL as previously described (Ying et al., 2008). Homozygous lines were identified by PCR using the genotyping primers listed in Table S4.

#### EpiLC induction

EpiLCs were induced from ESCs (2iL) as previously described (Hayashi et al., 2011). In brief, 2.33 × 10^5^ cells were washed and resuspended in N2B27 medium (Takara, Cat#Y40002) supplemented with 12ng/ml Fgf2, 20ng/ml Activin A and 1% KSR (GIBCO, Cat#10828, Lot:1508151) and grown on fibronectin-coated (5 μg/cm^2^) 6cm dishes. Medium was exchanged daily and cells grown for 48h to form EpiLCs.

#### PGCLC induction

PGCLCs were induced from d2 EpiLCs as described previously (Hayashi and Saitou, 2013). In brief, 2000 cells were washed and plated into lipidure-coated U-bottom shaped 96-well plates in serum-free medium (GK15; GMEM (Invitrogen) with 15% KSR, 0.1 mM NEAA, 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol, 100 U/ml penicillin, 0.1 mg/ml streptomycin, and 2 mM L-glutamine) in the presence of the cytokines BMP4 (500 ng/ml; R&D Systems), LIF (1000 u/ml; Invitrogen), SCF (100 ng/ml; R&D Systems), BMP8b (500 ng/ml; R&D Systems), and EGF (50 ng/ml; R&D Systems).

#### EB differentiation

ESCs (SL) were trypsinized, resuspended in serum-containing medium without LIF (EB medium), pelleted, washed in PBS (w/o MgCl_2_) and counted. A single-cell solution of 1 × 10^4^ cells/ml in EB medium was pipetted into 10 μL drops onto square 12cm plates and inverted to generate hanging drops. After 48 h the resultant EBs were harvested and either collected (d2 EB) or kept in suspension for further 24h (d3 EB) or 48h (d4 EB). For LDN-193189 treatment, d2 EBs were harvested as above after 48h and plated in EB medium containing LDN-193189 (250nM; Stemgent) or equal amounts of DMSO carrier for 24h. As controls, serum-starved NIH 3T3 cells were treated with Bmp4 (50ng/ml) for 30min (or left untreated).

#### NPC induction

ESCs (SL) were trypsinized when 70%–80% confluent and washed twice in N2B27. 1 × 10^4^ cells/cm^2^ were plated in N2B27 medium on fibronectin-coated (5 μg/cm^2^) dishes. Medium was changed on the second day of differentiation and then daily.

#### ATAC-seq

Tagmentation and indexing of single cell suspensions (75,000 cells in technical duplicates) of three independent differentiation of Smad2/3 DKO or WT EpiLCs was performed as previously described (Buenrostro et al., 2013). To control for sequence bias of the Tn5 transposase, 100ng genomic DNA of WT EpiLCs was also tagmented and indexed. Samples were sequenced using a 75-cycle paired end Nextera kit with custom Nextera index primers Ad2.1-2.13 taken from Table S1 in Buenrostro et al. (2013) on the Illumina HiSeq4000 platform.

#### Microarray profiling

d2 and d3 EBs were harvested, washed and total RNA isolated (QIAGEN RNAeasy micro kit, Cat# 74004). Four independent clones were used per genotype. Undifferentiated cells were collected prior to EB set-up. Biotinylated cRNA (1.5 μg RNA per sample) was randomly hybridized to Illumina MouseWG-6 v2.0 Expression BeadChip microarrays.

#### RNA-seq

RNA was isolated from ∼1.5 x10^6^ Smad2/3 DKO and WT EpiLCs from three independent EpiLC differentiations per genotype, using samples taken from the same cells used for ATAC-seq (QIAGEN RNeasy mini kit, Cat#74104). Total RNA was normalized to 800ng per sample, depleted of cytoplasmic and mitochondrial ribosomal RNA sequences (Ribo-Zero Gold rRNA Removal Kit (H/M/R), Cat: #MRZG12324) and used for library preparation using the Illumina TruSeq Stranded Total RNA Library Prep (H/M/R) (Cat: #20020597), followed by sequencing (75-cycle paired end) on the Illumina HiSeq4000 platform.

#### RT-PCR

1 μg RNA was reverse transcribed to cDNA using Superscript III First Strand Synthesis System (Life Technologies, Cat#18080-051) and diluted to 160 μL final volume in H_2_O. 2 μL were used per qRT-PCR reaction in duplicate using SYBR-green kit (QIAGEN, Cat#204143). Relative gene expression was normalized to *Gapdh* expression and calculated as 2^ΔΔ^Ct. OneStep RT-PCR analysis was performed on 50ng RNA using OneStep RT-PCR kit (QIAGEN, Cat#210210) following the manufacturers protocols. Samples were run on 2% agarose/1xTAE gels. qRT-PCR and OneStep RT-PCR primer sequences are listed in Table S4.

#### Immunofluorescence

ESCs or EpiLCs grown in 8-well chamber slides were washed twice in PBS (with MgCl_2_) and fixed in 4% PFA (10min at RT). After three further washes, cells were permeabilized in PBS plus 0.2% Triton X-100, followed by two washes in PBS plus 0.05% Tween-20 (PBST) then blocked (10% donkey serum and 1% BSA in PBST for 1h at RT) and incubated with primary antibodies in blocking solution (see above) (o/n at 4°C). Following two washes in PBST, cells were incubated with fluorescence-labeled secondary antibodies in blocking solution for 1h at RT followed by two washes in PBST containing 2 μg/ml DAPI prior to mounting in Vectashield with DAPI (H-1200) and imaging on a Leica epifluorescence microscope. d2 and d3 EBs, d2 and d4 PGCLCs and E5.5 mouse embryos were harvested, washed in PBS (with MgCl_2_), fixed in 1% PFA o/n at 4°C. After three washes in PBS containing 0.1% Triton X-100 (PBSTr), samples were permeabilized in PBS containing 0.5% Triton X-100 followed by three washes in PBSTr then blocked (5% donkey serum and 0.2% BSA in PBSTr for 1h at RT) and incubated with primary antibodies in blocking solution (o/n 4°C). Following four washes in PBSTr samples were incubated with fluorescence-labeled secondary antibodies in blocking solution (2h, RT) followed by three washes in PBSTr, one wash in PBSTr containing 2 μg/ml DAPI and three washes in PBSTr prior to mounting in Vectashield with DAPI (H-1200). Samples were imaged the following day on an Olympus Fluoview FV1000 confocal microscope. Antibodies are listed in the Key Resources Table.

#### Colony forming assay

675 single ESCs (SL) of three independent clones per genotype were seeded on gelatin coated 6cm dishes and fed daily. On day 7 colonies were washed with PBS, fixed with 70% ethanol (10min, room temperature) stained with Giemsa stain (GIBCO) for 15min at RT, washed extensively with tap water and air-dried. Colony area surface was measured at day 5 of colony formation using Fiji (Schindelin et al., 2012).

#### Alkaline phosphatase staining

600 single ESCs (SL) from three independent clones per genotype were seeded. The following day, medium was exchanged to medium without or with LIF and replaced daily. On d5 cells were washed in PBS, fixed in 4% PFA (1min at RT), washed in TBST, stained with alkaline phosphatase staining solution (Millipore, Cat#SCR004) for 15 min at RT, washed in TBST and imaged. Differentiated, mixed and undifferentiated colonies were scored and counted.

### Quantification and Statistical Analysis

#### RT-PCR

Statistical significance between Smad2/3 DKO and WT samples was determined using the R function wilcox.test with default parameters. Significance levels are denoted by ^∗^ for p < 0.05 and ^∗∗^ for p < 0.01.

#### Microarray analysis

Bead-Station data were extracted using the Gene Expression Analysis Module V1.6.0 of GenomeStudio V2009.2 (Illumina) and imported into an R-based Illumina pre-processing module (Eijssen et al., 2015). Hierarchical clustering identified three outlier samples in ESCs that were excluded from subsequent analysis. Differential probe expression was determined using an R-based statistical analysis module (Eijssen et al., 2015) with raw *p* values compared to averaged WT signal at the same time-point. Unique ILMN_GENE gene identifiers of probes with significantly different expression (p < 0.05 and fold change > 1.5) were identified and were analyzed using Venn diagram overlaps (Hulsen et al., 2008). For WT top expressed genes, d3 EB datasets were compared to averaged ESC datasets. Heatmaps of log2FC values for individual clones were made using Java TreeView (Saldanha, 2004).

#### ATAC-seq, ChIP-seq and RNA-seq analysis

Paired-end reads for ATAC-seq and ChIP-seq were aligned to the mouse mm10 genome using bowtie2 (Langmead and Salzberg, 2012) with the “–no-mixed” and “–no-discordant” options. Non-uniquely mapping reads and reads mapping to a custom “blacklist” of artificially high regions of the genome were discarded. For RNA-seq, reads were initially aligned using bowtie2 against the rRNA genomic sequence (GenBank: BK000964.3) to filter out rRNA fragments, prior to alignment against the mm10 genome using the STAR RNA-seq aligner with default parameters (Dobin et al., 2013) PCR duplicates were removed using Samtools (Li et al., 2009). Biological replicates were randomly downsampled to contain the same number of reads for each individual replicate, and merged to create a representative genome track using DANPOS2 (Chen et al., 2013) for ATAC-seq samples and MACS2 (Zhang et al., 2008) for ChIP-seq and genomecov from bedtools (Quinlan and Hall, 2010) for RNA-seq. Genome coverage tracks were visualized using the UCSC Genome Browser.

ATAC hypersensitive sites in both WT and SMAD2/3 null EpiLCs were identified using the DANPOS2 dpeak function with biological triplicates and a Tn5 genomic DNA control. Significant changes in ATAC-seq datasets were identified using the DiffBind package (Stark and Brown, 2011). For RNA-seq, the mm10 refGene gene bodies were annotated with biological replicate read counts and gene expression changes were identified with DESeq2 (Love et al., 2014). For both DiffBind and DESeq2, a FDR < 0.05 and a fold change > 1.5 was deemed a significant change. To link differential gene expression with Smad2/3 ChIP-seq signal in ESCs and EBs (Wang et al., 2017), we called Smad2/3 peaks using DANPOS2, annotated peaks with the closest RefSeq TSS using HOMER (Heinz et al., 2010) and excluded peaks > 50kb away from RefSeq TSSs.

Changes in ATAC-seq were visualized using heatmaps produced using HOMER and Java TreeView. GREAT was used to identify the distance of peaks to known TSS (McLean et al., 2010). To identify accessibility changes during the ESC to EpiLC transition, we used ATAC-seq data from Simon et al. (2017) with DiffBind as above. To compare differential chromatin accessibility with changes in nearby gene expression, we used HOMER to identify the transcriptional start sites (TSS) nearest to sites with differential chromatin accessibility and visualized the log2FC gene expression changes in RNA-seq data from Smad2/3 DKO EpiLCs in comparison to WT EpiLCs as a heatmap. Differentially accessible sites in Smad2/3 DKO EpiLCs were annotated with published p300, H3K27ac, H3K4me1, Smad2/3, Smad1, Oct4 and Otx2 ChIP-seq data (Buecker et al., 2014, Morikawa et al., 2016, Wang et al., 2017). Enrichment of transcription factor motifs in differentially accessible ATAC-seq peaks was performed using the Analysis of Motif Enrichment (AME) feature in the MEME suite (McLeay and Bailey, 2010) with a background control of unaffected ATAC-seq peaks.

### Data and Software Availability

The accession number for the data reported in this paper is GEO: GSE110164 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110164).

# Supplementary material for: Combinatorial Smad2/3 Activities Downstream of Nodal Signaling Maintain Embryonic/Extra-Embryonic Cell Identities during Lineage Priming
**Source:** Cell Rep. 2018 Aug 24;24(8):1977–1985.e7. doi: 10.1016/j.celrep.2018.07.077
**Supplement:** Document S1. Figures S1–S3 and Table S4

**Cell Reports, Volume 24**

**Supplemental Information**

**Combinatorial Smad2/3 Activities Downstream of  
Nodal Signaling Maintain Embryonic/Extra-Embryonic  
Cell Identities during Lineage Priming**

**Anna D. Senft, Ita Costello, Hamish W. King, Arne W. Mould, Elizabeth K. Bikoff, and Elizabeth J. Robertson**

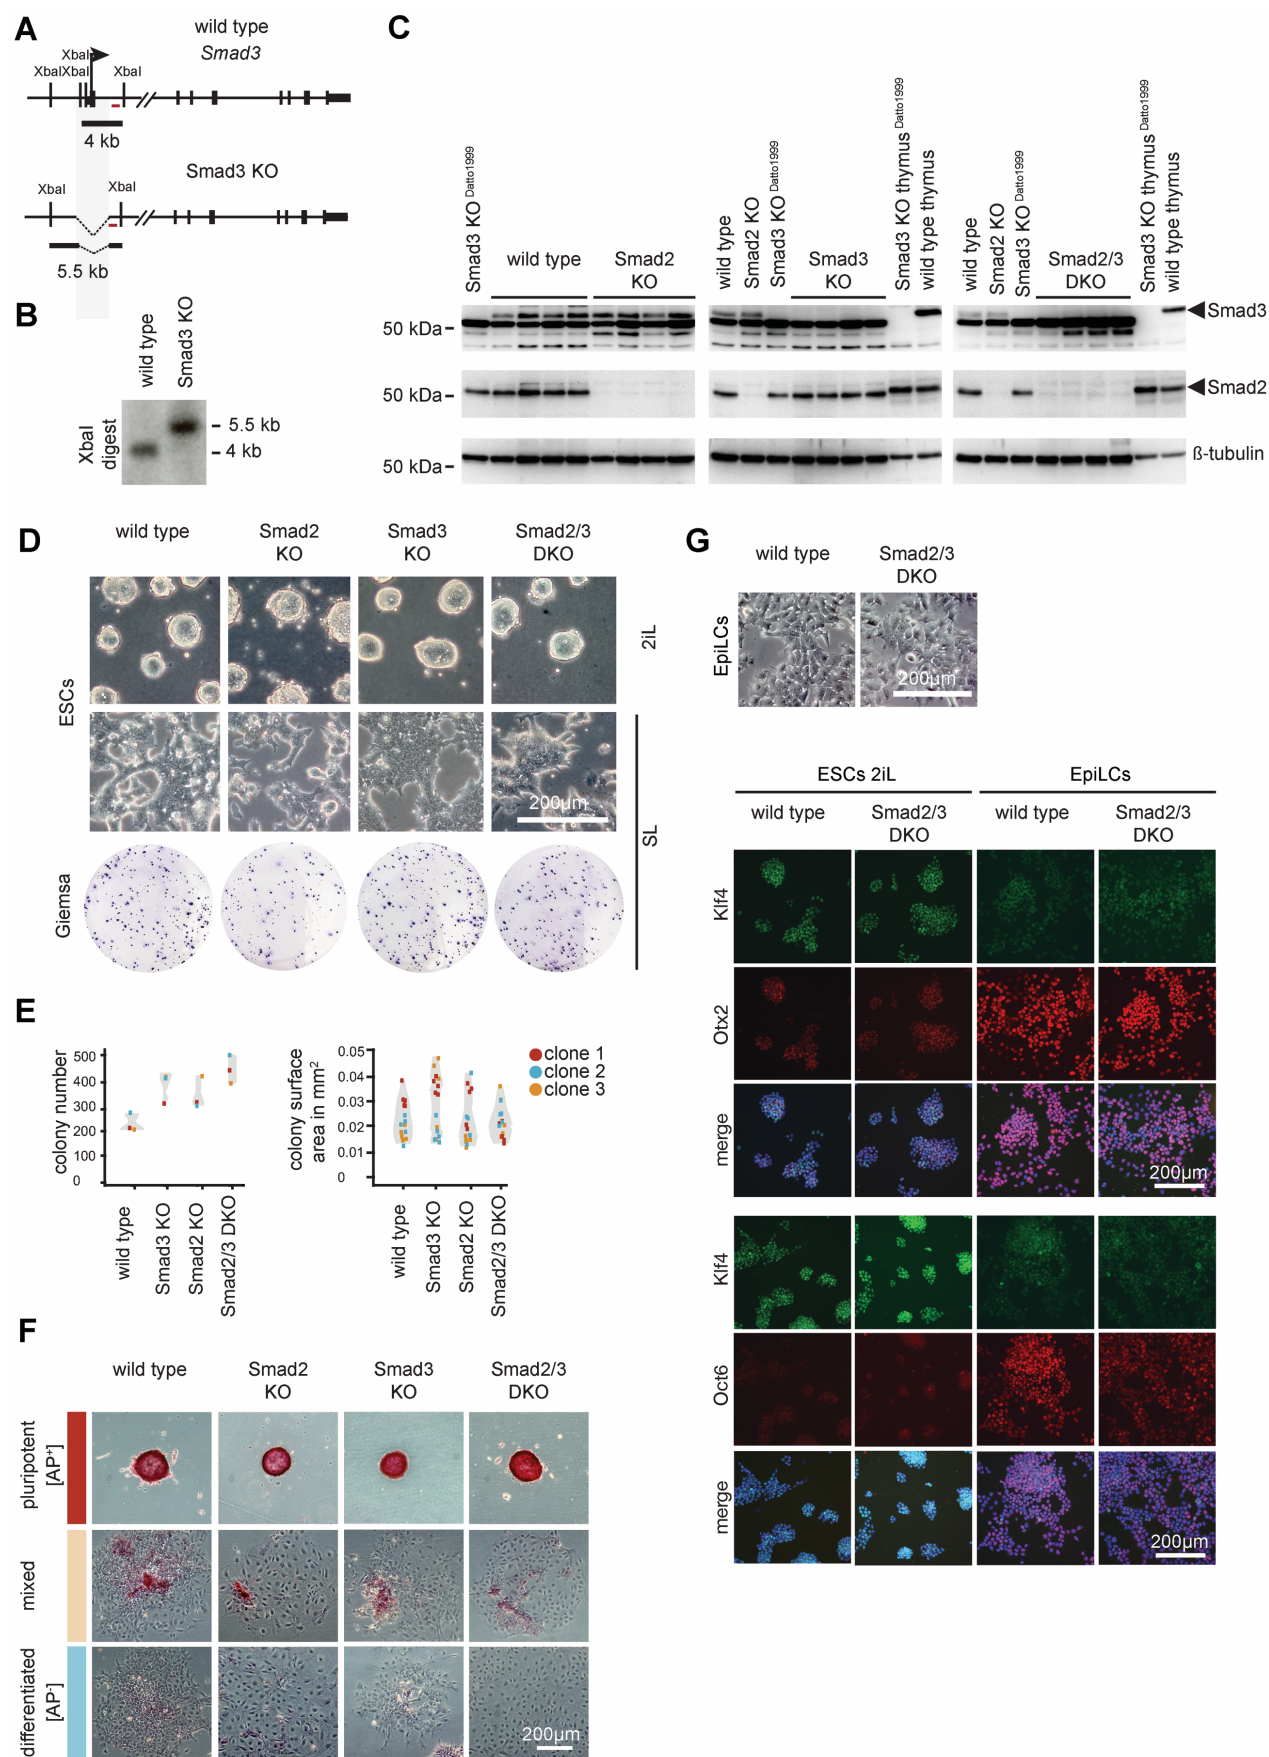

**Figure S1**  
related to Figure 1

## Generation and characterization of Smad2/3 DKO, Smad3 KO and Smad2 KO ESCs and Smad2/3 DKO EpiLCs

A. Smad2/3 DKO and Smad3 KO ESC lines were obtained by targeting Smad2 KO and WT ESC lines using the *Smad3* deletion strategy shown. The shaded area indicates the genomic region of mouse *Smad3* around exon 1 removed by CRISPR/Cas9 nickase technology. Red bar and thin black lines depict the 3' Southern probe and XbaI restriction sites used for genotyping the deletion in (B). See Key Resources Table and Table S4 for sequences for sgRNAs and Southern probe.

B. Southern blot to screen for *Smad3* <sup>$\Delta$ exon1/ $\Delta$ exon1</sup> and Smad2 KO;*Smad3* <sup>$\Delta$ ex1/ $\Delta$ ex1</sup> (hereafter referred to as Smad3 KO and Smad2/3 DKO) ESC lines with the 3' probe depicted in (A) on XbaI-digested genomic DNA. Homozygous targeted clones contain a single band at 5.5 kb compared to 4 kb in WT *Smad3*.

C. Western blot of Smad2/3 DKO, Smad3 KO as well as parental Smad2 KO and WT ESC lines used in study with antibodies specific to Smad3, Smad2 and  $\beta$ -tubulin. The recognition site of the Smad3 antibody lies in the region most divergent between the highly homologous Smad2 and Smad3 proteins and is - on the genomic level - unaffected by the deletion strategy used. Conventionally derived *Smad3*<sup>tm1Xfww/tm1Xfww</sup> ESCs as well as thymus isolated from *Smad3*<sup>tm1Xfww/tm1Xfww</sup> male mice (Datto et al. 1999) were used as controls. Note that prominent bands in Smad3 blots represent unspecific background that is present in all ESC samples but absent in thymus lysates.

D. Morphology of WT, Smad2 KO, Smad3 KO and Smad2/3 DKO ESCs grown under 2iL and SL conditions. Giemsa staining of ESC colonies grown for 7 days following plating of 675 ESCs (SL).

E. Violin plots depicting colony number from cultures of three independent ESC lines per genotype (left) and colony surface area of 5 colonies for each independent ESC line (right).

F. Representative images of pluripotent (red), mixed (beige) and differentiated (blue) colonies after alkaline phosphatase (AP) staining on WT, Smad2 KO, Smad3 KO and Smad2/3 DKO ESC colonies (SL) grown for five days in the presence or absence of LIF. Related to Figure 1C.

G. Brightfield images and immunofluorescence staining of WT and Smad2/3 DKO ESCs (2i) and EpiLCs using Klf4 together with Otx2 or Oct6-specific antibodies and counterstained with DAPI.

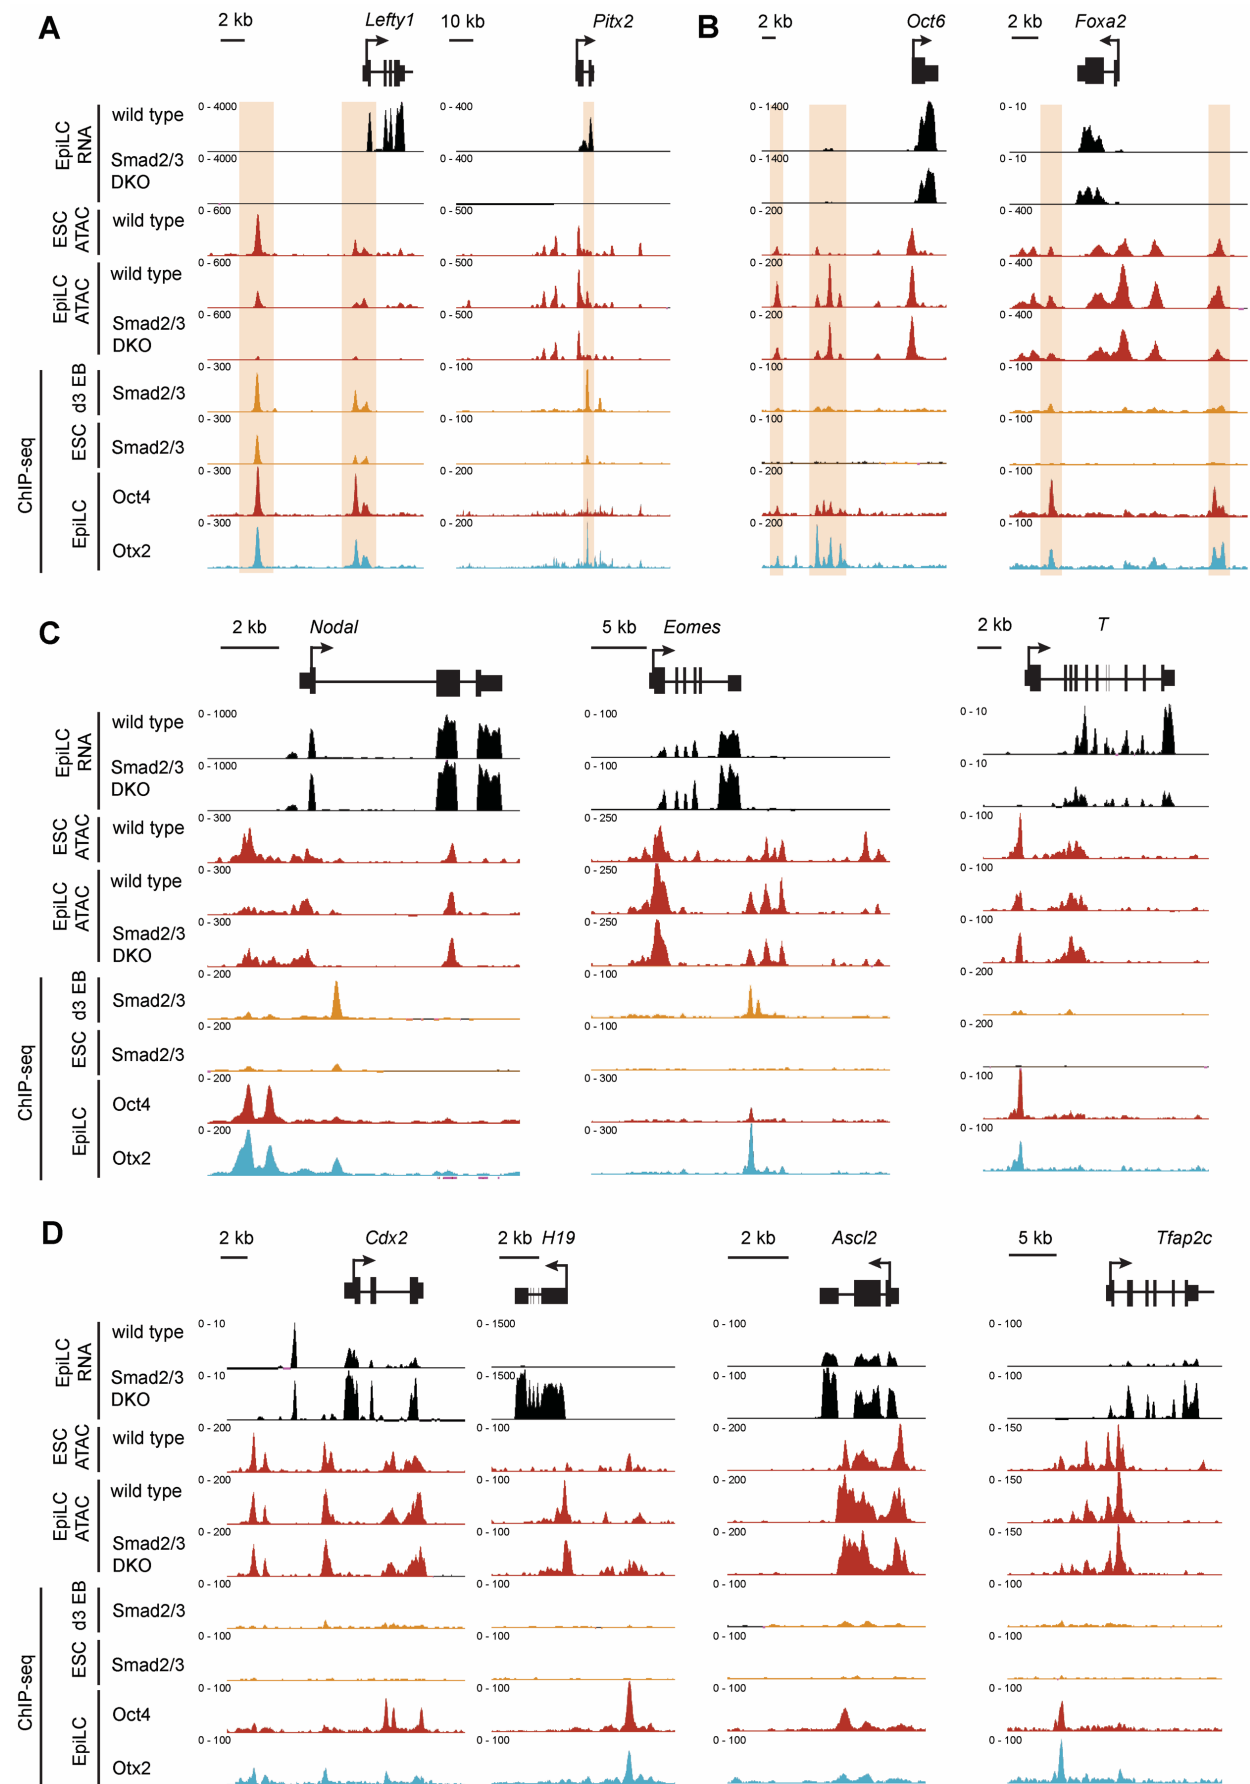

**Figure S2**  
related to Figure 2

**Smad2/3 alters chromatin accessibility at Nodal-dependent and priming marker genes but not at embryonic and extra-embryonic differentiation genes in EpiLCs**

**A-D.** Genome browser screenshots of RNA-seq and ATAC-seq tracks in Smad2/3 DKO and WT EpiLCs at loci of Nodal target genes (A), primed pluripotency genes (B), early differentiation markers (C) and extra-embryonic marker genes (D). ChIP-seq tracks of Smad2/3 occupancy in ESCs and d3 EBs (Wang et al. 2017) and Oct4 and Otx2 occupancy in EpiLCs (Buecker et al., 2014) and ATAC-seq signal in ESCs (Simon et al., 2017) (D) are also shown.

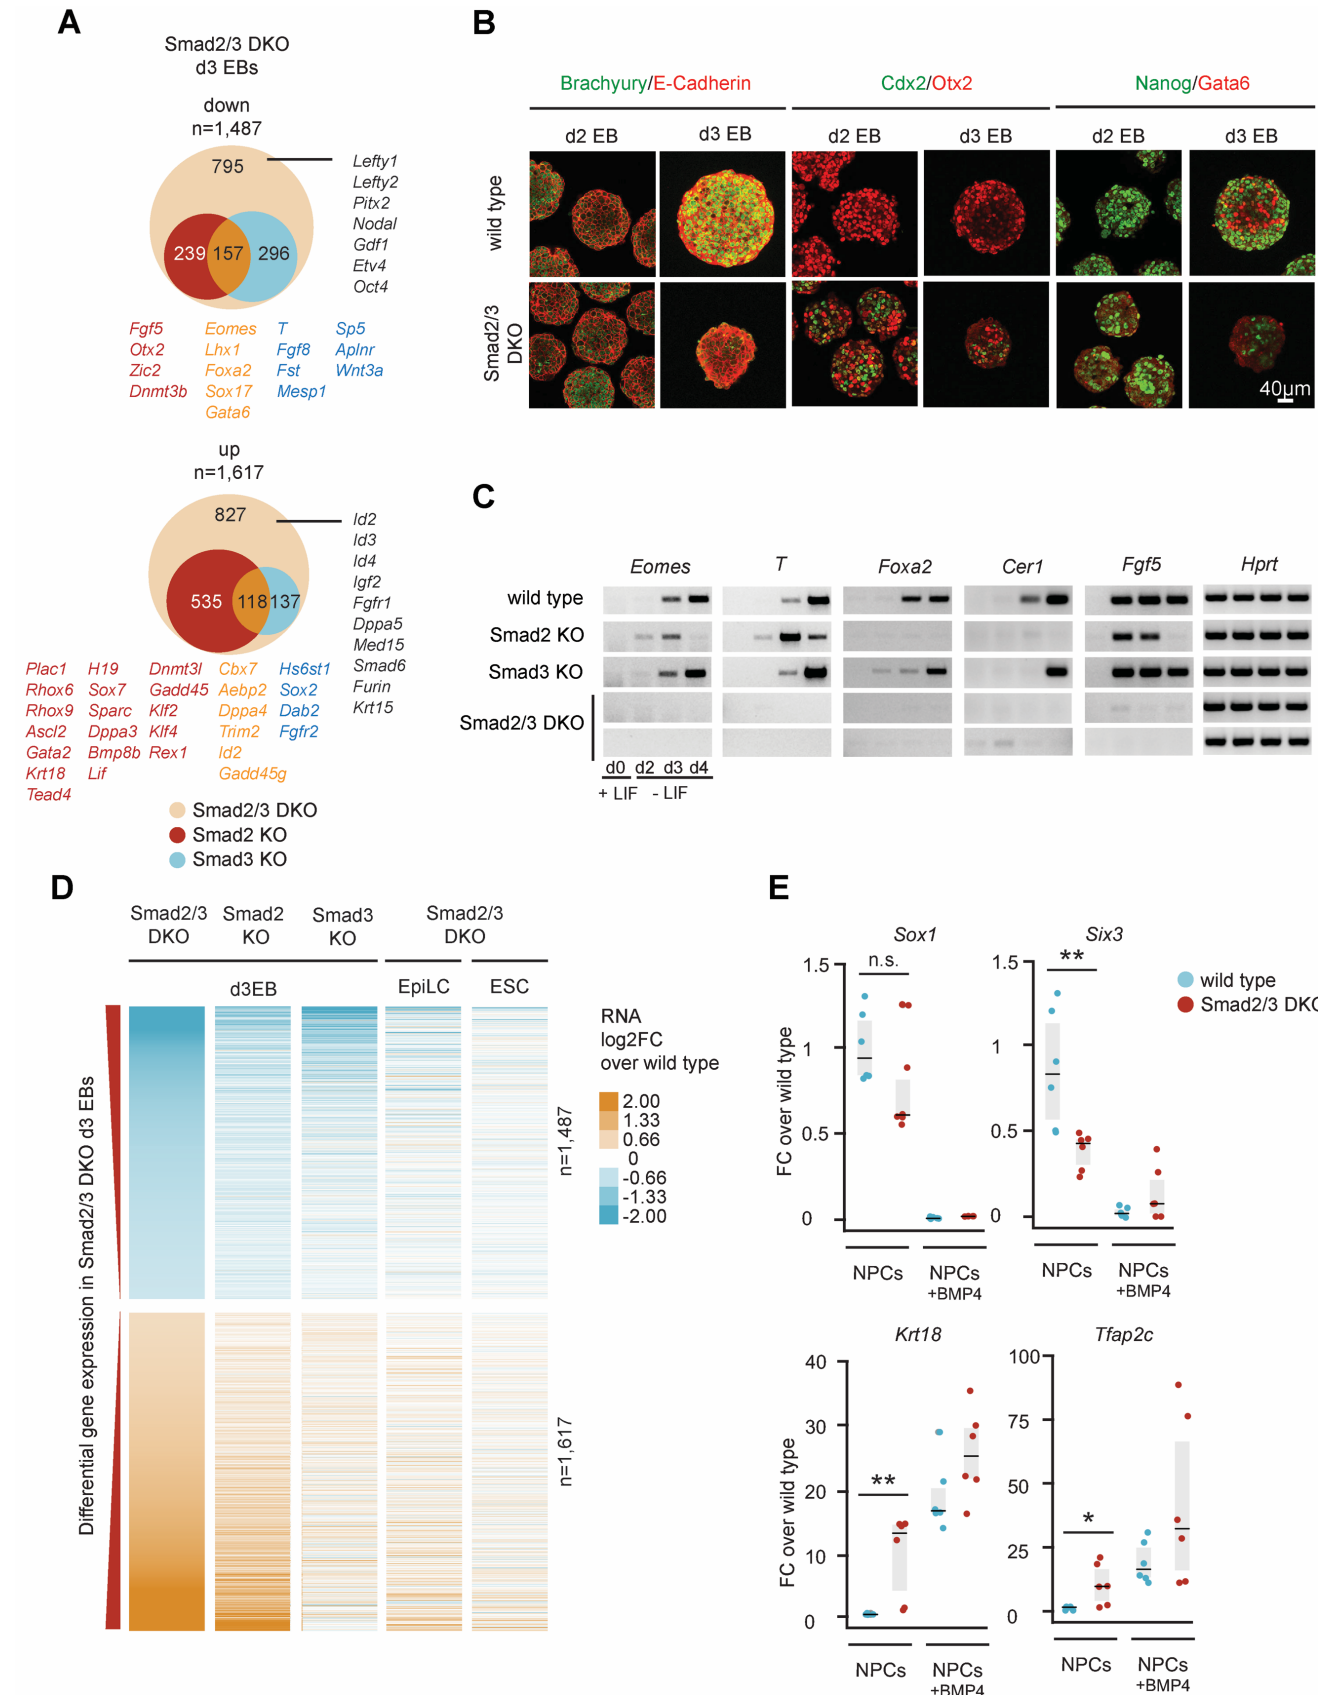

**Figure S3**  
related to Figure 3

## **Combinatorial Smad2 and Smad3 activities mediate embryonic cell fate allocation and repression of extra-embryonic gene expression**

- A.** Venn diagrams showing the overlap between significant changes in gene expression in Smad2 KO, Smad3 KO and Smad2/3 DKO d3 EBs relative to WT d3 EBs as determined by microarray profiling (n=4). Genes unique to Smad2 KO or Smad3 KO EBs were omitted. A list of all deregulated genes is shown in Table S1.
- B.** Immunofluorescence staining of WT and Smad2/3 DKO d2 and d3 EBs with antibodies specific to Brachyury and E-Cadherin (left), Otx2 and Cdx2 (centre) and Nanog and Gata6 (right).
- C.** Validation of reduced gene expression of selected down-regulated genes during EB differentiation of WT, Smad2 KO, Smad3 KO and Smad2/3 DKO ESCs by OneStep RT-PCR. *Hprt* expression is used as a control.
- D.** Heatmap showing the log<sub>2</sub>FC in expression of differentially expressed genes in Smad2/3 DKO d3 EBs as compared to WT d3 EBs and their expression in Smad2 KO and Smad3 KO d3 EBs, Smad2/3 DKO EpiLCs and ESCs relative to their respective WT controls.
- E.** qRT-PCR measurement of gene expression changes in Smad2/3 DKO d5 NPCs (n=3) grown in the absence or presence of BMP4 (5ng/ml) using primers specific to *Sox1*, *Six3*, *Krt18* and *Tfap2c* (encoding AP2γ) normalized to *Gapdh* expression. \*p<0.05, \*\*p<0.01.

**Table S4 related to Figures S1 and S3**

List of primers used in this study including PCR and Southern probe genotyping primers, OneStep RT-PCR and qRT-PCR primers.

| Category / Gene     | forward                   | reverse                                                        |
|---------------------|---------------------------|----------------------------------------------------------------|
| Genotyping          |                           |                                                                |
| Smad3 tm1Xfw        | CTCCAGAGTTAAAAGCGAAGTTTCG | rev1: AAAATGCTGCACGGAAGCCAGGTC<br>rev2: ATTTGTCACGTCCTGCACGACG |
| Smad2 Robm1         | TATTGCTGAAGAGCTTGGCG      | rev1: TGGCCTTAGAAAAGTTAATTGCCC<br>rev2: GCAAACCACAGCACACAACA   |
| Southern blot probe |                           |                                                                |
| Smad3 3' exon 1     | CAGGCGATGGTTCTGTCCTT      | GCCAGGGCAGGATTCAAGAT                                           |
| OneStep RT-PCR      |                           |                                                                |
| Eomes               | TGTTTTCGTGGAAGTGGTTCTGGC  | AGGTCTGAGTCTTGGAAGGTTTCATTC                                    |
| T                   | AACTTTCCTCCATGTGCTGAGAC   | TGACTTCCCAACACAAAAAGCT                                         |
| Foxa2               | TGGCTGCAGACACTTCCTACT     | CAACATCAGTACAACCCTCTGGT                                        |
| Cer1                | GGAGGAAGCCAAGAGGTTCT      | GTCTTCATGGGCAATGGTCT                                           |
| Fgf5                | TTGCGACCCAGGAGCTTAAT      | CTACGCCTCTTTATTGCAGC                                           |
| Hprt                | GCTGGTGAAAAGGACCTCT       | CACAGGACTAGAACACCTGC                                           |
| qRT-PCR             |                           |                                                                |
| Sox1                | GTGACATCTGCCCCCATC        | GAGGCCAGTCTGGTGTCAG                                            |
| Six3                | CCGGAAGAGTTGTCCATGTTC     | CGACTCGTGTTTGTGATGGC                                           |
| Krt18               | CAGCCAGCGTCTATGCAGG       | CTTCTCGGTCTGGATTCCAC                                           |
| Tfap2c              | GCCGGACGCCATGTTGTGGA      | ACCCCGGTGTGCGAGAGAGG                                           |
| Gapdh               | TGCACCACCAACTGCTTAGC      | GGCATGGACTGTGGTCATGAG                                          |

# Supplementary material for: Combinatorial Smad2/3 Activities Downstream of Nodal Signaling Maintain Embryonic/Extra-Embryonic Cell Identities during Lineage Priming
**Source:** Cell Rep. 2018 Aug 24;24(8):1977–1985.e7. doi: 10.1016/j.celrep.2018.07.077
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## Combinatorial Smad2/3 Activities Downstream of Nodal Signaling Maintain Embryonic/Extra-Embryonic Cell Identities during Lineage Priming

### Graphical Abstract

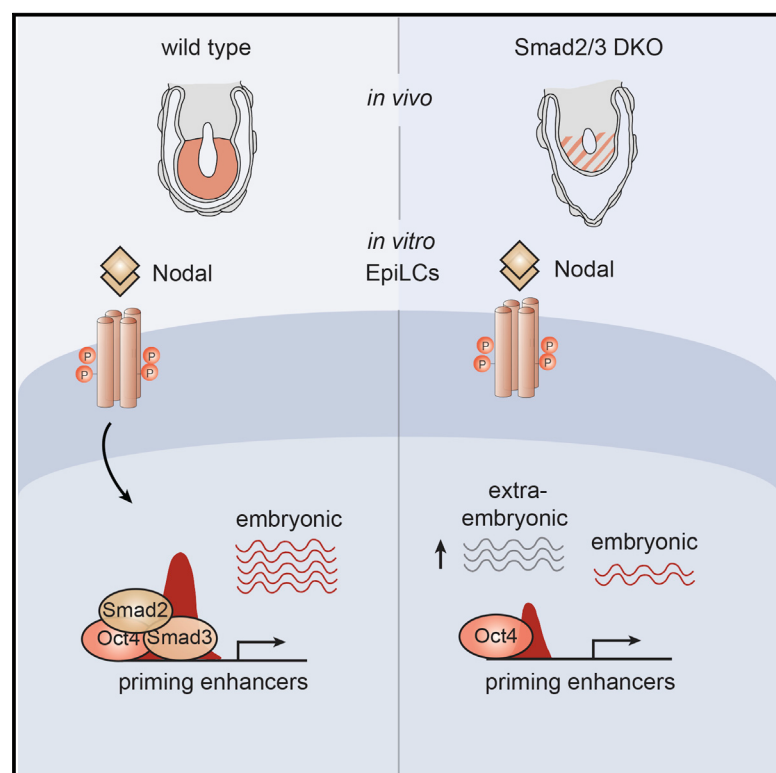

### Authors

Anna D. Senft, Ita Costello,  
Hamish W. King, Arne W. Mould,  
Elizabeth K. Bikoff, Elizabeth J. Robertson

### In Brief

Using genetic ablation of Smad2/3 effectors downstream of Nodal signaling in mouse embryonic stem cells, Senft et al. show a requirement for Smad2/3 signaling to maintain embryonic/extra-embryonic cell identities during lineage priming before mesoderm and endoderm cell fate allocation and to balance Nodal/Bmp signaling during ectoderm differentiation.

### Highlights

- Smad2/3 alters the transcriptome and activity of distal regulatory elements in EpiLCs
- Smad2 prevents expression of extra-embryonic genes during priming and differentiation
- Smad2/3 is essential for mesoderm and definitive endoderm cell fate allocation
- Smad2/3 signaling balances Bmp signaling during neural precursor differentiation

# Combinatorial Smad2/3 Activities Downstream of Nodal Signaling Maintain Embryonic/Extra-Embryonic Cell Identities during Lineage Priming

Anna D. Senft,<sup>1</sup> Ita Costello,<sup>1</sup> Hamish W. King,<sup>2</sup> Arne W. Mould,<sup>1</sup> Elizabeth K. Bikoff,<sup>1</sup> and Elizabeth J. Robertson<sup>1,3,\*</sup>

<https://doi.org/10.1016/j.celrep.2018.07.077>

## SUMMARY

Epiblast cells in the early post-implantation stage mammalian embryo undergo a transition described as lineage priming before cell fate allocation, but signaling pathways acting upstream remain ill defined. Genetic studies demonstrate that Smad2/3 double-mutant mouse embryos die shortly after implantation. To learn more about the molecular disturbances underlying this abrupt failure, here we characterized Smad2/3-deficient embryonic stem cells (ESCs). We found that Smad2/3 double-knockout ESCs induced to form epiblast-like cells (EpiLCs) display changes in naive and primed pluripotency marker gene expression, associated with the disruption of Oct4-bound distal regulatory elements. In the absence of Smad2/3, we observed enhanced Bmp target gene expression and de-repression of extra-embryonic gene expression. Cell fate allocation into all three embryonic germ layers is disrupted. Collectively, these experiments demonstrate that combinatorial Smad2/3 functional activities are required to maintain distinct embryonic and/or extra-embryonic cell identity during lineage priming in the epiblast before gastrulation.

## INTRODUCTION

The strict segregation of embryonic and extra-embryonic tissues constitutes the earliest cell fate decision in the pre-implantation mammalian embryo. Later, during gastrulation through coordinated patterning by Nodal and Bmp signaling, pluripotent epiblast cells are induced to form the three primary germ layers: mesoderm, definitive endoderm (DE), and ectoderm (Robertson, 2014). However, studies demonstrate that epiblast cells acquire competence to differentiate in response to inductive signaling cues at earlier stages (Smith, 2017). This cellular transition, designated as lineage priming or epiblast maturation and characterized in cultured epiblast-like cells (EpiLCs) (Buecker et al., 2014; Hayashi et al., 2011), is associated with genome-wide

reorganization of active enhancers, resulting in decreased expression of naive pluripotency genes, activation of primed and early differentiation genes, and importantly, stable repression of extra-embryonic gene expression (Morgani et al., 2017; Murakami et al., 2016). However, relatively little is known about the underlying molecular mechanisms driving these cellular events.

Our early work showed that Nodal, a member of the transforming growth factor  $\beta$  (TGF- $\beta$ ) superfamily of secreted growth factors, is required for axis patterning in the early post-implantation stage embryo (Brennan et al., 2001). Loss-of-function embryos arrest before gastrulation, fail to form mesoderm, prematurely lose expression of pluripotency markers, and precociously activate neuroectoderm markers (Brennan et al., 2001; Camus et al., 2006; Mesnard et al., 2006). Nodal receptors activate the closely related downstream intracellular effectors Smad2 and Smad3 (Smad2/3) that translocate into the nucleus to regulate target gene expression (Massagué, 2012). Smad2/3 share >90% amino acid identity and display partially overlapping expression patterns in the early embryo (Dunn et al., 2004; Waldrip et al., 1998). However, loss-of-function mutants display strikingly different phenotypes. Animals lacking Smad3 are adult viable (Datto et al., 1999). In contrast, *Smad2* mutant embryos fail to acquire anterior-posterior patterning and arrest shortly after implantation (Waldrip et al., 1998). Instead, because of loss of Smad2 in the extra-embryonic primitive endoderm (where Smad3 is not expressed), the epiblast defaults exclusively to an extra-embryonic mesodermal fate (Dunn et al., 2004; Waldrip et al., 1998). *Smad3* expression from the *Smad2* locus can rescue the lethal phenotype (Dunn et al., 2005). Moreover, Smad2/3 clearly function in a dose-dependent manner (Vincent et al., 2003). Thus, double-mutant embryos lacking both Smad2/3 abruptly arrest shortly after implantation and are severely disorganized (Dunn et al., 2004).

Previous efforts aimed at dissecting partially overlapping Smad2/3 functional contributions have been hampered by this early lethality. Here we exploited embryonic stem cells (ESCs) lacking both Smad2/3, in combination with directed *in vitro* differentiation protocols, to gain insight into the underlying defects. We observe that Smad2/3 double-mutant ESCs fail to undergo lineage priming or correct cell fate allocation and ectopically activate extra-embryonic genes. This priming defect was associated with inappropriate

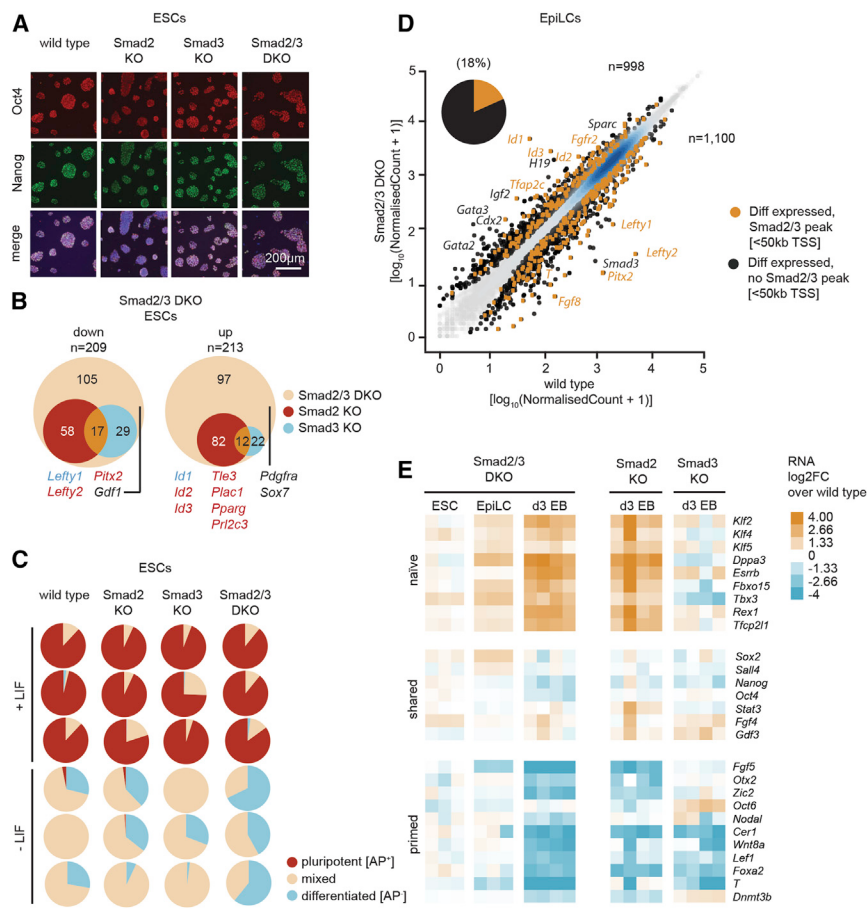

**Figure 1. Smad2/3 Repress Expression of Extra-Embryonic and Naive Pluripotency Genes during Lineage Priming**

(A) WT, Smad2 KO, Smad3 KO, or Smad2/3 DKO ESCs (2iL) were stained for Oct4 and Nanog and counterstained with DAPI.

(B) Venn diagrams showing significant changes in gene expression shared by Smad2 KO, Smad3 KO, and Smad2/3 DKO ESCs, relative to WT ESCs, as determined by microarray profiling (n = 3 or 4). Genes uniquely differentially expressed by Smad2 KO or Smad3 KO ESCs were excluded from this analysis. A summary of deregulated genes is presented in Table S1.

(C) Pie charts of alkaline phosphatase (AP)-stained WT, Smad2 KO, Smad3 KO, or Smad2/3 DKO ESCs cultured for 5 days in the presence or absence of LIF (n = 3), corresponding to pluripotent, differentiated, or mixed colonies. See also Figure S1F.

(D) Scatterplot showing significantly (p < 0.05, Benjamini-Hochberg adjusted) differentially expressed genes in Smad2/3 DKO EpiLCs compared to WT by RNA-seq (n = 3). The cutoff was set to >1.5-fold change. Differentially expressed genes near Smad2/3 ChIP-seq peaks in day 3 EBs (≤50 kb of its transcriptional start site [TSS]) are indicated in yellow. The pie chart indicates the proportion of differentially expressed genes also showing Smad2/3 ChIP-seq peaks (≤50 kb of TSS).

(E) Heatmap showing relative expression levels of pluripotency marker genes in Smad2/3 DKO ESCs, EpiLCs, and day 3 EBs compared to WT controls (n = 3 or 4). Profiles of Smad2 KO and Smad3 KO day 3 EBs are shown on the right.

activation of Oct4-bound distal regulatory sites and enhanced Bmp target gene expression. Collectively, the present results demonstrate that combinatorial Smad2/3 activities are required to maintain embryonic identity in the early epiblast during lineage priming.

## RESULTS

### Smad2/3 Inactivation in ESCs Fails to Disrupt Self-Renewal and Expression of Pluripotency Marker Genes

To investigate functional contributions made by the closely related Smad2/3 transcriptional regulators, we targeted the *Smad3* promoter in *Smad2*<sup>-/-</sup> (Smad2 knockout [KO]) (Tremblay et al., 2000) or wild-type (WT) ESCs to generate *Smad2*<sup>-/-</sup>;*Smad3*<sup>-/-</sup> ESCs (Smad2/3 double knockout [DKO]) and *Smad3*<sup>-/-</sup> ESCs (Smad3 KO) (Figure S1A). Correctly targeted clones were identified by Southern blot analysis, and loss of Smad3 protein expression was confirmed by western blotting (Figures S1B and S1C). WT, Smad2 KO, Smad3 KO, and Smad2/3 DKO ESCs cultured under 2i + LIF (2iL) or serum + LIF (SL) conditions were morphologically indistinguishable (Figure S1D). Smad2/3 DKO ESCs efficiently formed colonies and displayed robust Oct4 and Nanog expression levels (Figures 1A, S1D, and S1E).

To examine gene expression changes, we carried out transcriptional profiling experiments using microarrays. We identified 422 genes with significantly changed expression levels (209 down and 213 up) in Smad2/3 DKO ESCs cultured under SL conditions compared to WT ESCs (Figure 1B; Table S1). Several Nodal targets (*Lefty1/2* and *Pitx2*) were downregulated, while Bmp target genes (*Id1/2/3*) were upregulated. Genes normally confined to trophoblast derivatives (*Tle3*, *Plac1*, *Pparg*, and *Prl2c3*) and extra-embryonic primitive endoderm (*Pdgfra* and *Sox7*) were upregulated in Smad2/3 DKO ESCs. A subset of differentially expressed genes was also significantly altered in either Smad2 KO or Smad3 KO ESCs (33% and 12%, respectively) (Figure 1B). Smad2, but not Smad3, KO ESCs display upregulated extra-embryonic gene expression. There was no evidence for altered expression of pluripotency markers (Table S1).

### Loss of Smad2/3 Results in Activation of Extra-Embryonic and Bmp Target Gene Expression upon Exit from the Undifferentiated State

To test whether these transcriptional changes potentially influence exit from the naive state, we induced differentiation by plating ESCs (SL) at low density in the absence of LIF and performed alkaline phosphatase (AP) staining to identify naive ESCs. Similar to WT or single-KO ESCs, Smad2/3 DKO ESCs gave rise to AP-negative colonies (Figure 1C). As for

BMP4-treated WT ESCs that similarly exhibit a bias toward extra-embryonic gene expression, Smad2/3 DKO and to a lesser extent Smad2 KO ESC colonies displayed a distinctive, more flattened, epithelial morphology (Hayashi et al., 2010) (Figure S1F).

To further explore exit from the naive state, we compared gene expression profiles of WT and Smad2/3 DKO EpiLCs using RNA sequencing (RNA-seq). As expected, WT ESCs (2iL) induced to form EpiLCs by activin A and Fgf2 treatment adopted a flattened cell morphology. The appearance of Smad2/3 DKO EpiLCs closely resembled WT (Figure S1G). RNA-seq analysis identified 2,098 genes with significantly changed expression in Smad2/3 DKO compared to WT EpiLCs (1,100 down and 998 up) (Figure 1D; Table S2). We found that expression levels of Nodal-dependent genes (e.g., *Lefty1/2* and *Pitx2*) and early mesoderm markers (e.g., *T* and *Fgf8*) were downregulated in Smad2/3 DKO EpiLCs. However, Bmp targets (e.g., *Id1/2/3/4*) and extra-embryonic ectoderm (e.g., *Fgfr2* and *Tfap2c*), trophectoderm (e.g., *Gata2* and *Gata3*), and visceral endoderm (VE) (e.g., *H19* and *Sparc*) marker genes were activated.

Next, we compared the list of differentially expressed genes with published Smad2/3 chromatin immunoprecipitation sequencing (ChIP-seq) datasets (Wang et al., 2017). We found that 18% of differentially expressed genes in Smad2/3 DKO EpiLCs were occupied by Smad2/3 in differentiated embryoid bodies (EBs), in contrast to only 3% in ESCs (Table S2). Smad2/3-occupied differentially expressed genes included both Nodal and Bmp targets. Except for *Fgfr2* and *Tfap2c* (encoding Ap2γ) none of the ectopically activated extra-embryonic genes were found to be Smad2/3 occupied, which implicates an indirect regulatory mechanism, assuming Smad2/3 occupancy is similar between EpiLCs and EBs.

### Combinatorial Smad2/3 Activities Control Pluripotency-Associated Gene Expression during Lineage Priming

Smad2/3 DKO EpiLCs display enhanced expression of naive pluripotency markers (e.g., *Klf2* and *Rex1*) characteristic of the blastocyst inner cell mass, together with decreased expression of primed pluripotency markers (e.g., *Fgf5* and *Oct6*) (Figure 1E). Reduced Oct6 expression was confirmed by immunofluorescence staining experiments (Figure S1G). In contrast, expression of the epiblast marker *Otx2* was unchanged (Figures 1E and S1G). To further examine gene expression changes during differentiation, Smad2/3 DKO ESCs were induced to form EBs and transcriptional profiles were analyzed using microarrays. As shown in Figure 1E, Smad2/3 DKO EBs display striking downregulation of primed pluripotency markers and upregulated expression of naive pluripotency genes. In addition, when we analyzed single-KO EBs, we found that Smad2 KO EBs, but not Smad3 KO EBs, resembled Smad2/3 DKO EBs. Consistent with this, EpiLCs express *Smad2* at roughly 5-fold higher levels in comparison with *Smad3*. Thus, Smad2 activity is predominantly responsible for governing the gain of primed and/or differentiated identity during lineage priming.

### Smad2/3 Influence Chromatin Accessibility during the ESC-to-EpiLC Transition

The preceding results demonstrate that Smad2/3 activities regulate pluripotency-associated gene expression. However,

we detected a relatively low degree of overlap between Smad2/3-dependent transcripts and nearby sites of Smad2/3 binding using published Smad2/3 ChIP-seq datasets from day 3 EBs (Wang et al., 2017). These experimental approaches provided only a limited view of the Smad2/3 regulatory network. Global changes in the activities of distal regulatory elements, such as enhancers, during acquisition of the primed state have been previously documented (Buecker et al., 2014; Factor et al., 2014). Therefore, we decided to evaluate possible changes affecting the distal regulatory element landscape in Smad2/3 DKO EpiLCs using the assay for transposase accessible chromatin (ATAC)-seq.

We identified 4,274 regulatory elements that were differentially accessible in Smad2/3 DKO compared to WT EpiLCs (3,234 decreased and 1,040 increased) (Figure 2A; Table S3). To explore the possibility that Smad2/3-dependent regulatory elements potentially influence the transition to the primed state, we identified sites where chromatin accessibility is changed during the ESC-to-EpiLC transition by comparing EpiLC ATAC-seq data with our published WT ESC ATAC-seq dataset (Simon et al., 2017). Most (90%) Smad2/3-dependent sites undergo changes in chromatin accessibility during the ESC-to-EpiLC transition (Figure 2B). Furthermore, many of these were located more than 5 kb from transcriptional start sites (Figure 2C) and displayed an enrichment for markers of distal regulatory elements, including p300, H3K27ac, and H3K4me1 (Figure 2D). These observations suggest that combinatorial Smad2/3 activities influence the global reconfiguration of the chromatin landscape during lineage priming.

Changes in chromatin accessibility at distal regulatory elements in Smad2/3 DKO EpiLCs potentially influence expression of nearby genes. To test this possibility, we compared ATAC-seq and transcriptional profiles. We found that sites with decreased accessibility were associated with reduced expression of nearby genes (Figure 2E). For example, *Lefty1/2* and *Pitx2* display decreased chromatin accessibility at nearby enhancer regions normally occupied by Smad2/3 during differentiation (Figures 2F, 2G, and S2A). In contrast, sites that displayed increased chromatin accessibility were associated with increased expression levels (Figure 2E); however, unlike sites showing decreased accessibility, these loci tended to have lower levels of Smad2/3 binding (Figure 2G). Sites of increased accessibility are associated with increased Smad1 occupancy in BMP4-treated ESCs (Morikawa et al., 2016) (Figure 2G). Collectively, these results demonstrate that Smad2/3 act to promote full access to distal regulatory elements governing gene expression changes necessary for cells to transition to the primed state.

### Oct4 and Otx2 Occupy Smad2/3-Dependent Distal Regulatory Elements

Studies demonstrate that Oct4 binding switches from naive enhancers to primed enhancers at pluripotency genes coincident with occupancy by so-called mediators of the primed state, such as Otx2, during the ESC-to-EpiLC transition (Buecker et al., 2014). Here we observe in EpiLCs an enrichment of Oct4 and Otx2 ChIP-seq signals at Smad2/3-dependent sites that display decreased chromatin accessibility (Figures 2F and 2G). Motif enrichment analysis confirmed these sites are

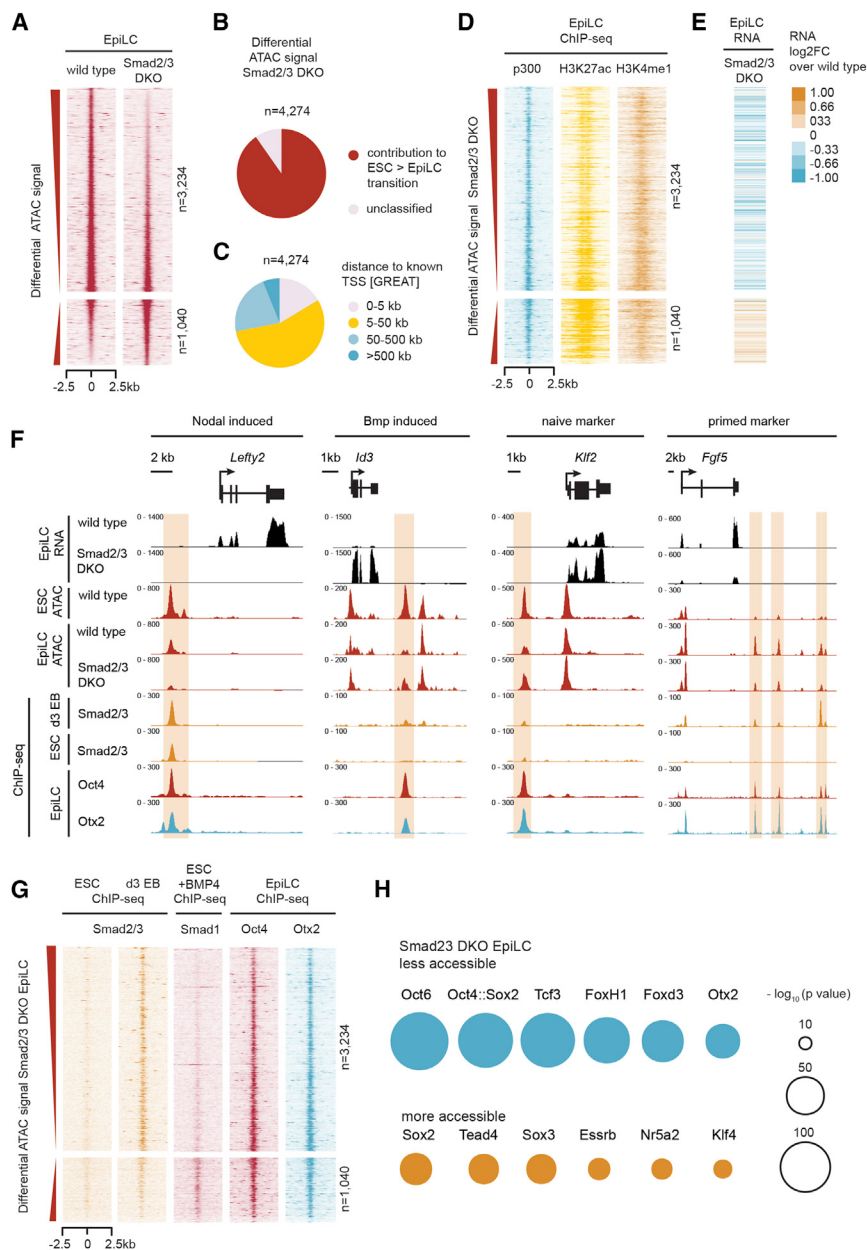

**Figure 2. Smad2/3 Influences the Activity of Oct4-Occupied Distal Regulatory Enhancers during Priming**

(A) Heatmap of regulatory elements with differential chromatin accessibility in Smad2/3 DKO EpiLCs compared to WT EpiLCs, as measured by ATAC-seq (false discovery rate [FDR] < 0.05, fold change > 1.5). Sites with decreased chromatin accessibility (top) and sites with increased chromatin accessibility (bottom) are ranked by decreasing and increasing ATAC signal change. See also Table S3.

(B and C) Pie charts indicating (B) distributions of differential accessible sites in Smad2/3 DKO EpiLCs compared to WT overlapping with regulatory elements gained or lost during the ESC-to-EpiLC transition or (C) the distance to known TSS as defined by Genomic Regions Enrichment of Annotations Tool (GREAT).

(D) Heatmap read density plots of p300, H3K27ac, and H3K4me1 ChIP-seq signal at regulatory elements with differential accessibility in Smad2/3 DKO EpiLCs (ranked as in A).

(E) Heatmap depicting the log2 fold change (log2FC) in gene expression in Smad2/3 DKO EpiLCs relative to WT EpiLCs as determined by RNA-seq. Genes nearest regulatory elements with differential accessibility in Smad2/3 DKO EpiLCs are shown.

(F) Genome browser snapshots of RNA-seq and ATAC-seq tracks in Smad2/3 DKO and WT EpiLCs at selected genomic loci. ATAC-seq of WT ESCs, ChIP-seq tracks of Smad2/3 occupancy in ESCs and day 3 EBs, and Oct4 and Otx2 occupancy in EpiLCs are also shown.

(G) Heatmap read density plots of WT Smad2/3, Smad1, Oct4, and Otx2 ChIP-seq signal in the indicated cell types at regulatory elements with differential accessibility in Smad2/3 DKO EpiLCs (ranked as in A). ESCs were treated with 10 ng/mL BMP4 for Smad1 ChIP-seq.

(H) Motif enrichment analysis of regulatory elements with differential chromatin accessibility in Smad2/3 DKO EpiLCs. Motifs for transcription factors associated with primed or naive, extra-embryonic, and neural cell states were significantly enriched.

highly enriched for Oct4 and Otx2 binding motifs and those recognized by other priming factors, e.g., Oct6 and Foxd3 (Figure 2H). *Fgf5*, *Oct6*, and *Foxa2*, genes characteristic of the primed state, display decreased accessibility (Figures 2F and S2B). In contrast, in the absence of Smad2/3, *Klf2*, an Oct4/Otx2-occupied gene that characterizes the naive state, shows increased accessibility at a neighboring distal regulatory element and increased expression levels (Figure 2F). These genomic regions were also enriched for naive, extra-embryonic, and neural transcription factor binding motifs (Figure 2H). However, accessibility near early differentiation and extra-embryonic marker genes appeared to be largely unaffected (Figures S2C and S2D). These observations strengthen the

argument that cooperative binding by different transcription factors is required during lineage priming and demonstrate that Smad2/3, together with the pioneer factor Oct4 (Mullen et al., 2011; Ruetz et al., 2017), targets distal regulatory elements controlling the transition from the naive to the primed state.

### Loss of Smad2/3 Disrupts Cell Fate Allocation during ESC Differentiation

To investigate downstream consequences resulting from this priming defect, we re-examined the Smad2/3 DKO EB microarray profiles. We identified 3,104 genes showing significantly changed expression levels in Smad2/3 DKO compared to WT

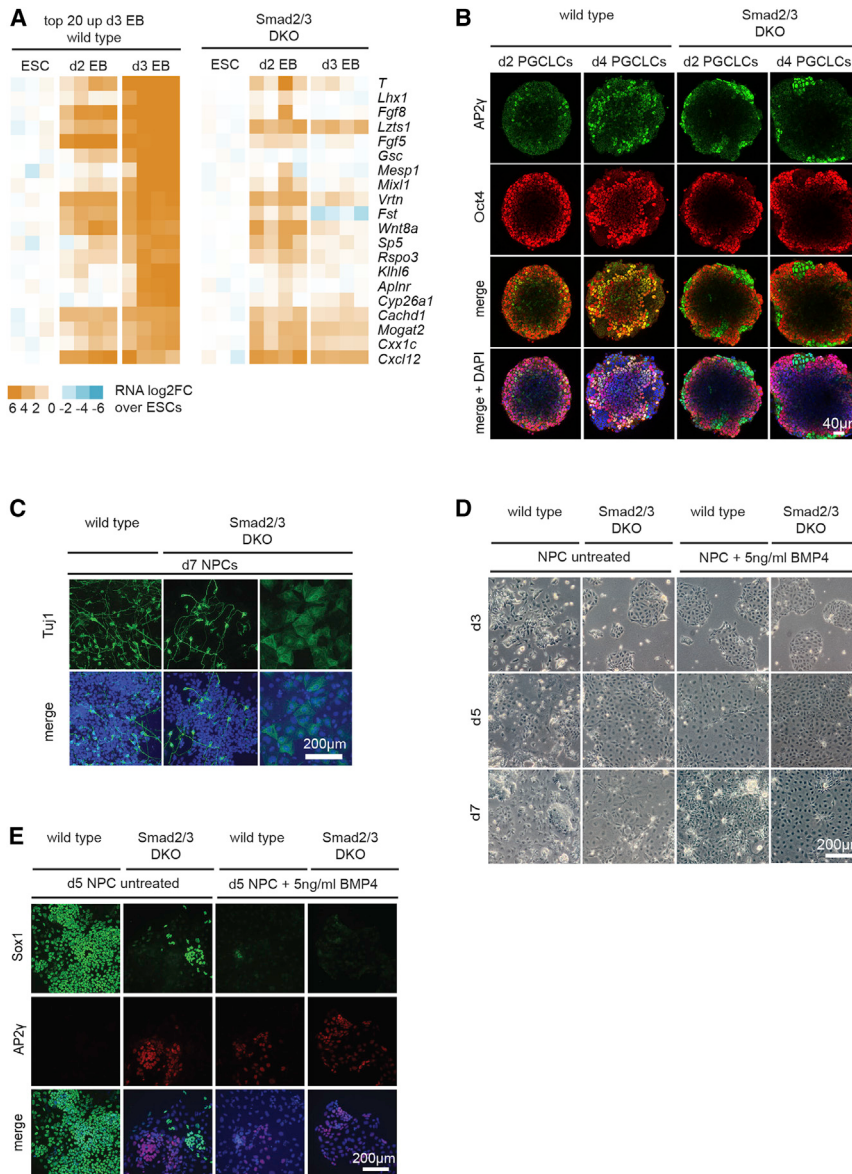

**Figure 3. Smad2/3 Governs Embryonic Cell Fate Specification**

(A) Heatmap showing the log2 fold change (log2FC) in expression of the top 20 genes upregulated in day 3 WT EBs relative to WT ESCs (left) in comparison with their expression changes in Smad2/3 DKO (right). See also Table S1.

(B) Anti-AP2γ and Oct4 immunofluorescence staining of WT and Smad2/3 DKO day 2 and 4 PGCLCs.

(C) WT and Smad2/3 DKO NPCs at day 7 stained with anti-Tuj1 and counterstained with DAPI.

(D) Bright-field images of control WT or Smad2/3 DKO NPCs grown in the absence or presence of BMP4 (5 ng/mL) at days 3, 5, and 7.

(E) WT and Smad2/3 DKO NPCs grown in the absence or presence of BMP4 (5 ng/mL) stained with anti-Sox1 and AP2γ and counterstained with DAPI at day 5.

day 3 EBs (1,487 down and 1,617 up) (Figure S3A). Expression of the top 20 genes normally activated during differentiation was dramatically reduced in Smad2/3 DKO EBs (Figure 3A). Expression of several mesodermal (*Wnt3*, *T*, *Fgf8*, *Mixl1*, *Sp8*, *Eomes*, *Mesp1*, and *Lhx1*) and DE lineage marker genes (*Foxa2*, *Sox17*, *Cxcr4*, and *Gata6*), including a subset known to be direct targets of Smad2/3 in EBs (Wang et al., 2017), were significantly downregulated (Table S1). Profiling at an earlier point revealed that expression of a subset of differentiation genes (e.g., *T*, *Cdx2*, *Wnt8a*, and *Sp5*) was initially induced in Smad2/3 DKO day 2 EBs but failed to be maintained. These transcriptional changes were validated for selected genes by immunofluorescent staining (Figure S3B). Experiments analyzing single-KO EBs demonstrate that both Smad2/3 contribute to expression changes (Figures S3A and S3C). When differentially expressed

conclude that their ability to acquire PGC-like fates is also compromised.

### Smad2/3 Governs the Balance of Nodal/Bmp Signaling during Ectoderm Specification

To evaluate whether ectodermal cell fate decisions are also Smad2/3 dependent, we exploited culture protocols that promote neuroectodermal precursor cell (NPC) formation. Tuj1+ staining identified a subpopulation of *bona fide* elongated neural cells in day 7 Smad2/3 DKO cultures (Figure 3C). However, as for BMP4-treated WT NPCs (Malaguti et al., 2013), from day 3 onward, most cells displayed a flattened epithelial, surface-ectoderm-like morphology (Figure 3D). At day 5, a high proportion of WT cells expresses the early neural marker Sox1. BMP4 treatment normally represses Sox1 expression in

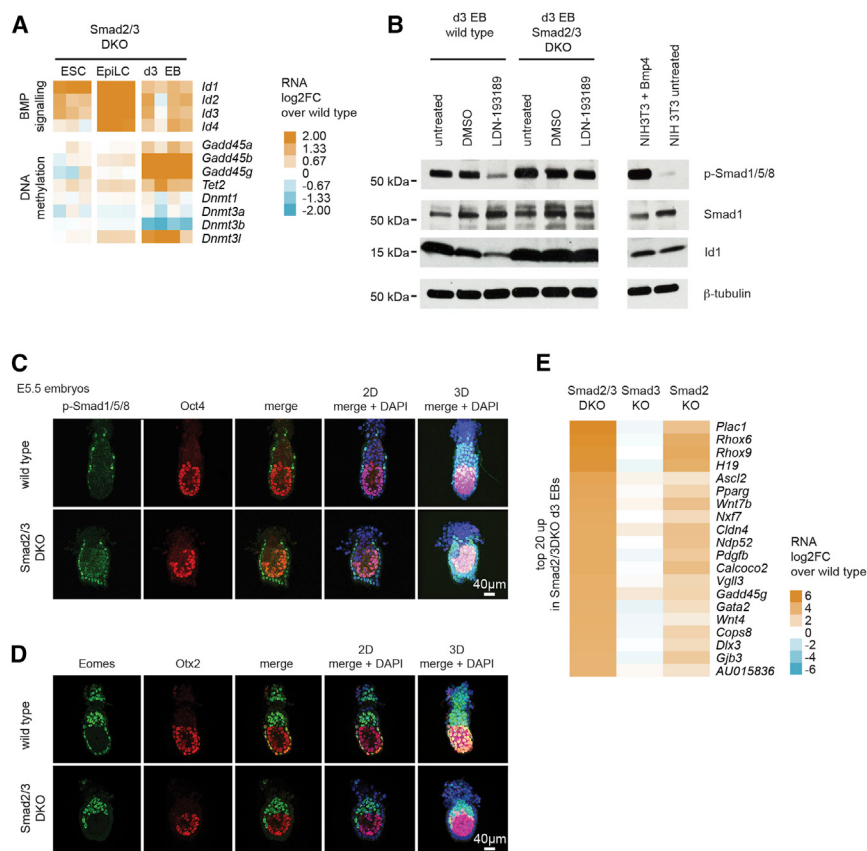

**Figure 4. Enhanced Bmp Signaling Caused by the Absence of Smad2/3 Disturbs Embryonic Patterning**

(A) Heatmap showing the log2FC in expression of selected Bmp target genes and those involved in DNA methylation for Smad2/3 DKO ESCs, EpiLCs, and day 3 EBs compared to WT controls ( $n = 3$  or 4).

(B) Western blot analysis of WT and Smad2/3 DKO day 3 EBs treated with DMSO or LDN-193189 (250 nM, 24 hr from day 2 to day 3) or untreated. Blots were probed with the indicated antibodies.

(C and D) Anti-p-Smad1/5/8 and Oct4 (C) or Eomes and Otx2 (D) immunofluorescence staining of E5.5 WT or Smad2/3 DKO mouse embryos.

(E) Heatmap showing the log2FC in expression of the top 20 upregulated genes ( $p < 0.05$ , fold change  $> 1.5$ ) in Smad2/3 DKO day 3 EBs compared to WT day 3 EBs and their expression changes in Smad2 KO and Smad3 KO day 3 EBs ( $n = 4$ , averaged). See also Table S1.

WT cultures (Figures 3E and S3E). In Smad2/3 DKO NPCs, the proportion of Sox1+ cells is markedly reduced, but not eliminated. Similarly, expression of the neural marker *Six3* was absent from BMP4-treated NPCs and significantly reduced in Smad2/3 DKO NPCs (Figure S3E). Moreover, Smad2/3 DKO NPCs exhibited ectopic expression of AP2γ and the epithelial marker *Krt18*, normally present only in BMP4-treated WT cultures (Figures 3E and S3E). Thus, neural fate appears to be induced in a subpopulation of Smad2/3 DKO cells. However, terminal differentiation of neuroectodermal cells is compromised, possibly due to increased Bmp signaling. Thus, as reported for *Alk4/5/7* inhibitor-treated ectoderm explants (Li et al., 2013), here we found that combinatorial Smad2/3 activities are required for fine-tuning the balance of neural versus epidermal cell fates.

### Ectopic Activation of Extra-Embryonic Gene Expression in Smad2/3-Deficient EBs

Expression of Bmp target genes (*Id1–Id4*) was upregulated in Smad2/3 DKO compared to WT ESCs, EpiLCs, and day 3 EBs, consistent with increased levels of Bmp signaling activities (Figure 4A). To examine this possibility, we differentiated Smad2/3 DKO EBs in the presence and absence of the Bmp type 1 receptor inhibitor LDN-193189. In contrast to WT EBs, in which Bmp receptor inhibition markedly reduced p-S1/5/8 levels, we found that Smad2/3 DKO EBs are refractory to LDN-193189 treatment, with levels of p-S1/5/8 and Id1 remaining un-

changed (Figure 4B). Next, we evaluated possibly elevated Bmp signaling in embryonic day 5.5 (E5.5) double-mutant embryos. In WT embryos p-S1/5/8 staining is restricted to the proximal VE, while in mutant embryos ectopic nuclear p-S1/5/8 staining is present throughout the VE (Figure 4C). Consistent with this, in double-mutant embryos VE specification is disrupted, as seen by loss of both Eomes and Otx2 expression (Figure 4D).

Bmp signaling has been shown to activate extra-embryonic gene expression (Hayashi et al., 2010). Similarly, in Smad2/3 DKO day 3 EBs, a subset of trophectoderm-derived, extra-embryonic tissue-expressed genes (e.g., *Plac1*, *Rhox6*, *Rhox9*, and *Ascl2*) and VE genes (e.g., *H19*) shows strongly upregulated expression (Figure 4E). However, expression of other essential extra-embryonic genes (e.g., *Elf5*) was unaffected. Thus, we conclude that Smad2/3-deficient cells are not simply defaulting to defined extra-embryonic fates.

Embryonic and extra-embryonic tissues in the early post-implantation mouse embryo show distinct patterns of DNA methylation (Smith et al., 2017). In addition, in the epiblast, DNA methylation gradually increases, coincident with the exit from naive pluripotency (Auclair et al., 2014; Kalkan et al., 2017). Reduced DNA methylation has been shown to cause disturbances, affecting the maintenance of embryonic and/or extra-embryonic cell identity and ESC differentiation (Jackson et al., 2004; Ng et al., 2008; Sakaue et al., 2010). Reduced Bmp signaling in Smad1/5 DKO ESCs results in increased *Dnmt3b* levels, enhanced DNA methylation, and more efficient embryonic differentiation (Gomes Fernandes et al., 2016). Consistent with enhanced Bmp signaling, we found that Smad2/3 DKO day 3 EBs display decreased *Dnmt3b* expression and increased expression of genes associated with DNA demethylation (*Tet2* and *Gadd45b*) (Figure 4A). Extra-embryonically expressed

imprinted genes (e.g., *Rhox5*, *H19*, *Igf2*, *Ascl2*, and *Peg10*), whose differential expression is controlled by DNA methylation, were also upregulated (Table S1). It is tempting to speculate that ectopic extra-embryonic gene expression in Smad2/3-deficient EBs reflects enhanced Bmp signaling, together with changes affecting the patterns of DNA methylation.

## DISCUSSION

We reported many years ago that double Smad2/3 homozygous mutant embryos abruptly arrest at early post-implantation stages (Dunn et al., 2004). However, it has proved difficult to characterize the underlying molecular defects responsible for this early lethality. Here we generated double Smad2/3 homozygous null ESCs and investigated their differentiation capabilities. Our genome-wide transcriptional profiling experiments demonstrate that Smad2/3 activities in early epiblast cells are required to promote the transition from naive pluripotency to lineage priming and the onset of cell fate allocation.

Our ATAC-seq analysis of Smad2/3 DKO EpiLCs revealed changes in chromatin accessibility at distal regulatory elements occupied by the pioneer transcription factor Oct4 and its interaction partner Otx2 (Buecker et al., 2014; King and Klose, 2017). These changes were closely associated with expression changes at nearby genes. Oct4 interactions with Smad2/3 were previously described in naive and primed cells (Mullen et al., 2011; Sun et al., 2014). It has been proposed that Smad2/3 facilitates accessibility at Oct4-dependent enhancer sites through interactions with chromatin modifiers and remodelers (Funa et al., 2015; Ruetz et al., 2017). The present experiments support the idea that Smad2/3/Oct4/Otx2 transcription complexes are required to mediate cellular transitions from naive to primed and primed to differentiated states. It will be interesting to learn more about associations with additional cofactors having an impact on chromatin structure and transcriptional output at specific target loci.

Early epiblast cells normally undergo lineage priming in the context of tightly balanced reciprocal Nodal/Smad2 and Bmp/Smad1 signaling cues between the embryonic and the extra-embryonic tissues (Ben-Haim et al., 2006; Yamamoto et al., 2009). The present experiments demonstrate that Smad2/3 inactivation results in upregulated Bmp target and extra-embryonic gene expression. Similarly, in Smad2/3 double-mutant embryos, we find ectopic Bmp signaling throughout the distal VE. Studies also suggest that Bmp signaling promotes DNA hypo-methylation in ESCs (Gomes Fernandes et al., 2016). It is tempting to speculate that Smad2/3 activities normally antagonize Bmp signaling and promote DNA methylation selectively in the early epiblast to maintain its developmental potential and prevent contributions to the extra-embryonic cell lineages.

Smad2/3 DKO embryos are more severely disturbed and die earlier in comparison with Nodal KO embryos (Brennan et al., 2001; Dunn et al., 2004). Similarly, Smad2/3 DKO ESCs display more striking differentiation defects compared with Nodal KO ESCs. For example, Nodal KO embryos and ESCs induced to differentiate have been shown to prematurely activate neural gene expression (Camus et al., 2006; Mulas et al., 2017).

In contrast, we found that Smad2/3 DKO ESCs induced to differentiate display reduced neural and enhanced surface ectoderm-like and extra-embryonic gene expression. The simplest explanation is that in the absence of Nodal, closely related Smad2/3-dependent TGF- $\beta$  family members like Gdf1 and Gdf3 partially compensate (Andersson et al., 2007). Consistent with this possibility, Nodal-deficient blastocysts have the ability to activate the Smad2/3-dependent Nodal anterior streak enhancer (Granier et al., 2011). Moreover, unlike Smad2/3 DKO ESCs, Nodal KO ESCs efficiently contribute to embryonic cell lineages (Conlon et al., 1991). Widespread tissue defects observed in Smad2/3 DKO embryos are also considerably more severe compared with those reported for mutant embryos lacking *Fgf5*, *Oct6*, or *Otx2* (Ang et al., 1996; Bermingham et al., 1996; Hébert et al., 1994). Thus, it appears that the profound developmental block in Smad2/3 DKO embryos reflects not only defective lineage priming and embryonic cell fate allocation but also additional disturbances caused by de-repressed Bmp target gene and ectopic extra-embryonic gene expression. Overall, our experiments demonstrate that combinatorial Smad2/3 functional activities collaboratively maintain distinct embryonic and/or extra-embryonic cell identities and strictly divergent lineage-specific transcriptional programs in the early mouse embryo.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Animal care and use
  - ESC culture
- METHOD DETAILS
  - Generation of knockout lines
  - EpiLC induction
  - PGCLC induction
  - EB differentiation
  - NPC induction
  - ATAC-seq
  - Microarray profiling
  - RNA-seq
  - RT-PCR
  - Immunofluorescence
  - Colony forming assay
  - Alkaline phosphatase staining
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - RT-PCR
  - Microarray analysis
  - ATAC-seq, ChIP-seq and RNA-seq analysis
- DATA AND SOFTWARE AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental Information includes three figures and four tables and can be found with this article online at <https://doi.org/10.1016/j.celrep.2018.07.077>.

## ACKNOWLEDGMENTS

We thank Andrew Bassett for his advice with the CRISPR-Cas9n deletion strategy, Thomas Clague and Maria-Eleni Xypolita for technical assistance, and the High-Throughput Genomics Group (Wellcome Trust (WT) Centre for Human Genetics, funded by WT 090532/Z/09/Z), for generating sequencing and microarray data. Confocal microscopy was carried out in the Micron Oxford Advanced Bioimaging Unit (funded by WT Strategic Award 107457). This work was funded by the Wellcome Trust (099840/Z/12/A to A.D.S. and 102811/Z/13/2 to E.J.R.).

## AUTHOR CONTRIBUTIONS

A.D.S. and I.C. conducted the experiments. A.D.S., I.C., E.K.B., and E.J.R. designed the experiments. A.D.S. and H.W.K. performed computational analysis of RNA-seq, ChIP-seq, and ATAC-seq data. A.D.S. and A.W.M. analyzed microarray data. A.D.S., I.C., H.W.K., E.K.B., and E.J.R. wrote the paper.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: February 20, 2018

Revised: May 31, 2018

Accepted: July 22, 2018

Published: August 21, 2018

## REFERENCES

- Andersson, O., Bertolino, P., and Ibáñez, C.F. (2007). Distinct and cooperative roles of mammalian Vg1 homologs GDF1 and GDF3 during early embryonic development. *Dev. Biol.* 311, 500–511.
- Ang, S.L., Jin, O., Rhinn, M., Daigle, N., Stevenson, L., and Rossant, J. (1996). A targeted mouse *Otx2* mutation leads to severe defects in gastrulation and formation of axial mesoderm and to deletion of rostral brain. *Development* 122, 243–252.
- Auclair, G., Guibert, S., Bender, A., and Weber, M. (2014). Ontogeny of CpG island methylation and specificity of DNMT3 methyltransferases during embryonic development in the mouse. *Genome Biol.* 15, 545.
- Ben-Haim, N., Lu, C., Guzman-Ayala, M., Pescatore, L., Mesnard, D., Bischofberger, M., Naef, F., Robertson, E.J., and Constam, D.B. (2006). The nodal precursor acting via activin receptors induces mesoderm by maintaining a source of its convertases and BMP4. *Dev. Cell* 11, 313–323.
- Bermingham, J.R., Jr., Scherer, S.S., O'Connell, S., Arroyo, E., Kalla, K.A., Powell, F.L., and Rosenfeld, M.G. (1996). Tst-1/Oct-6/SCIP regulates a unique step in peripheral myelination and is required for normal respiration. *Genes Dev.* 10, 1751–1762.
- Brennan, J., Lu, C.C., Norris, D.P., Rodriguez, T.A., Beddington, R.S., and Robertson, E.J. (2001). Nodal signalling in the epiblast patterns the early mouse embryo. *Nature* 411, 965–969.
- Buecker, C., Srinivasan, R., Wu, Z., Calo, E., Acampora, D., Faial, T., Simeone, A., Tan, M., Swigut, T., and Wysocka, J. (2014). Reorganization of enhancer patterns in transition from naive to primed pluripotency. *Cell Stem Cell* 14, 838–853.
- Buenrostro, J.D., Giresi, P.G., Zaba, L.C., Chang, H.Y., and Greenleaf, W.J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nat. Methods* 10, 1213–1218.
- Camus, A., Perea-Gomez, A., Moreau, A., and Collignon, J. (2006). Absence of Nodal signaling promotes precocious neural differentiation in the mouse embryo. *Dev. Biol.* 295, 743–755.
- Chen, K., Xi, Y., Pan, X., Li, Z., Kaestner, K., Tyler, J., Dent, S., He, X., and Li, W. (2013). DANPOS: dynamic analysis of nucleosome position and occupancy by sequencing. *Genome Res.* 23, 341–351.
- Conlon, F.L., Barth, K.S., and Robertson, E.J. (1991). A novel retrovirally induced embryonic lethal mutation in the mouse: assessment of the developmental fate of embryonic stem cells homozygous for the 413.d proviral integration. *Development* 111, 969–981.
- Datto, M.B., Frederick, J.P., Pan, L., Borton, A.J., Zhuang, Y., and Wang, X.F. (1999). Targeted disruption of *Smad3* reveals an essential role in transforming growth factor beta-mediated signal transduction. *Mol. Cell. Biol.* 19, 2495–2504.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21.
- Dunn, N.R., Vincent, S.D., Oxburgh, L., Robertson, E.J., and Bikoff, E.K. (2004). Combinatorial activities of *Smad2* and *Smad3* regulate mesoderm formation and patterning in the mouse embryo. *Development* 131, 1717–1728.
- Dunn, N.R., Koonce, C.H., Anderson, D.C., Islam, A., Bikoff, E.K., and Robertson, E.J. (2005). Mice exclusively expressing the short isoform of *Smad2* develop normally and are viable and fertile. *Genes Dev.* 19, 152–163.
- Eijssen, L.M., Goelela, V.S., Kelder, T., Adriaens, M.E., Evelo, C.T., and Radonjic, M. (2015). A user-friendly workflow for analysis of Illumina gene expression bead array data available at the arrayanalysis.org portal. *BMC Genomics* 16, 482.
- Factor, D.C., Corradin, O., Zentner, G.E., Saiakhova, A., Song, L., Chenoweth, J.G., McKay, R.D., Crawford, G.E., Scacheri, P.C., and Tesar, P.J. (2014). Epigenomic comparison reveals activation of “seed” enhancers during transition from naive to primed pluripotency. *Cell Stem Cell* 14, 854–863.
- Funa, N.S., Schachter, K.A., Lerdrup, M., Ekberg, J., Hess, K., Dietrich, N., Honoré, C., Hansen, K., and Semb, H. (2015).  $\beta$ -catenin regulates primitive streak induction through collaborative interactions with SMAD2/SMAD3 and OCT4. *Cell Stem Cell* 16, 639–652.
- Gomes Fernandes, M., Dries, R., Roost, M.S., Semrau, S., de Melo Bernardo, A., Davis, R.P., Ramakrishnan, R., Szuhai, K., Maas, E., Umans, L., et al. (2016). BMP-SMAD signaling regulates lineage priming, but is dispensable for self-renewal in mouse embryonic stem cells. *Stem Cell Reports* 6, 85–94.
- Granier, C., Gurchenkov, V., Perea-Gomez, A., Camus, A., Ott, S., Papanayotou, C., Irazo, J., Moreau, A., Reid, J., Koentges, G., et al. (2011). Nodal *cis*-regulatory elements reveal epiblast and primitive endoderm heterogeneity in the peri-implantation mouse embryo. *Dev. Biol.* 349, 350–362.
- Hayashi, K., and Saitou, M. (2013). Generation of eggs from mouse embryonic stem cells and induced pluripotent stem cells. *Nat. Protoc.* 8, 1513–1524.
- Hayashi, Y., Furue, M.K., Tanaka, S., Hirose, M., Wakasaka, N., Danno, H., Ohnuma, K., Oeda, S., Aihara, Y., Shiota, K., et al. (2010). BMP4 induction of trophoblast from mouse embryonic stem cells in defined culture conditions on laminin. *In Vitro Cell. Dev. Biol. Anim.* 46, 416–430.
- Hayashi, K., Ohta, H., Kurimoto, K., Aramaki, S., and Saitou, M. (2011). Reconstitution of the mouse germ cell specification pathway in culture by pluripotent stem cells. *Cell* 146, 519–532.
- Hébert, J.M., Rosenquist, T., Götz, J., and Martin, G.R. (1994). FGF5 as a regulator of the hair growth cycle: evidence from targeted and spontaneous mutations. *Cell* 78, 1017–1025.
- Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., and Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime *cis*-regulatory elements required for macrophage and B cell identities. *Mol. Cell* 38, 576–589.
- Hsu, P.D., Scott, D.A., Weinstein, J.A., Ran, F.A., Konermann, S., Agarwala, V., Li, Y., Fine, E.J., Wu, X., Shalem, O., et al. (2013). DNA targeting specificity of RNA-guided Cas9 nucleases. *Nat. Biotechnol.* 31, 827–832.
- Hulsen, T., de Vlieg, J., and Alkema, W. (2008). BioVenn—a web application for the comparison and visualization of biological lists using area-proportional Venn diagrams. *BMC Genomics* 9, 488.
- Jackson, M., Krassowska, A., Gilbert, N., Chevassut, T., Forrester, L., Ansell, J., and Ramsahoye, B. (2004). Severe global DNA hypomethylation blocks differentiation and induces histone hyperacetylation in embryonic stem cells. *Mol. Cell. Biol.* 24, 8862–8871.

How the deposited data were processed for this re-analysis (not part of the article)

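Chromatin accessibility was measured by ATAC-seq in WT and Smad2/3 DKO EpiLCs at day 2, in 3 differentiations of 1 clone per genotype, with 1 library of Tn5-treated genomic DNA as a control. The numbered differentiations are separate cultures, and the clone and the genotype cannot be told apart in this design.

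The authors aligned paired-end reads to mm10 with bowtie2, excluding mixed and discordant alignments, discarded non-unique and blacklisted reads, removed PCR duplicates with Samtools, called sites with DANPOS2 from the triplicates and the genomic DNA control, and compared them with DiffBind. The deposited table gives, for each of 75880 sites, log2 concentrations, which the authors' software computed as the log2 mean of normalized reads over both genotypes and within each. The log2 fold that the authors deposited equals the DKO concentration minus the WT concentration within 0.01 at every site. Each site also has a p-value and an FDR from the authors' DiffBind test, and the deposited FDR differed by at most 0.76% from a Benjamini-Hochberg adjustment of the deposited p-values. The version, normalization and model that DiffBind was run with are not named in the paper's text.

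No column holds a value per library. The total reads per library, the spread between differentiations and confidence intervals that need counts could not be computed, and the design written for counts per library was replaced by the authors' own test. A concentration of 4 corresponds to a mean of 16 normalized reads. The lowest listed values, -0.10 in DKO and -0.09 in WT, were read as the level of no reads.

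Sites were called at an FDR under 0.05 and an absolute log2 fold over log2 of 1.5 (0.585). Positions were compared with GRCm38.p6, the same build, using 45756 RefSeq transcripts of 26180 genes with 31647 TSSs. Distances run from a site's midpoint to the nearest TSS, and shares were compared by Fisher's exact test, two-sided, across sites. A site's gene is the gene with the nearest TSS. Expression changes are the paper's, from Table S2, in which the authors give DESeq2 log2 fold changes. The 1999 genes used are those of its first part, and the last 99, which have the largest increases, were not used here. Of these genes, 1982 were matched by transcript accession, 8 by symbol and 9 not at all. Motif matches were counted in 500 bp around the midpoint for 11 consensus strings, with Benjamini-Hochberg adjustment over 22 comparisons. The matched background drew 5 sites not called per differential site from 10 bins of GC content and 4 bins of concentration. Sites within 50 kb of a TSS were taken for the 15 loci the paper names for accessibility and for Smad2 and Smad3.

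The genes and sites named were fixed before the data were examined as every gene the paper names for accessibility, the inactivated genes, and the 3 sites with the lowest FDR in each direction. At each gene, the site with the lowest FDR and every site past the threshold are given, except at 1 of these genes, which is not reported here. Zdbf2, Mest, Zrsr1, Peg10 and Tcf7l1 fall outside this rule and were named after their values were seen. The alternatives set before the data were examined were other FDR and fold thresholds, a recomputed FDR, a centred log2 fold, site subsets, other distance and gene definitions, a shorter motif window and a matched background. Alternatives chosen after seeing the data were a log2 fold of at least 0.57, GENCODE TSSs, up to 2 mismatches to the Oct4::Sox2 string, leaving out a segment of chromosome 6, and the shares of sites whose nearest gene changed, with their alternatives.

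Runs of neighbouring sites were searched with a running median of the log2 fold over 25 sites with a concentration of at least 4, keeping runs of at least 1 Mb at a median of 0.5, or 0.3, in either direction. These settings were chosen after the chromosome 6 segment had been seen in scans of fixed windows.

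The code was tested on simulated data. The nearest-TSS search was right at all 2000 simulated sites, all 200 changed sites were called with 7 false calls, and a planted octamer was the only consensus called among 22 comparisons. All 200 sites of a planted run lay in the run found. The permutation test of a correlation gave a p under 0.05 in 4.98% of 5000 draws without a relation. The shuffles within bins of concentration gave a p under 0.05 in 4.5% of 200 draws without an excess and 72% of 50 draws with 10 sites added on 1 chromosome. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The comparison with ESC accessibility and the ChIP-seq signal at the sites were not analysed here.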

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

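The tests in this part were chosen after the patterns they address had been seen, and for read depth, a deleted segment, changes at distal sites and loss of a copy, values bearing on the result had been seen as well. They are among 15 tests of explanations run over this part and the last.

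The paper does not discuss a segment of chromosome 6, from 68829320 to 80057380 of mm10, in which nearly every site was lower in Smad2/3 DKO EpiLCs. It spans 11.23 Mb and holds 274 sites, 164 of which were called decreased and 0 increased, or 5.15% of all decreased sites. Among its 191 sites with a concentration of at least 4, the median log2 fold was -1.11 and 98.43% were below 0. As a test of the order of sites by chance, the log2 folds were shuffled over the 60226 sites with a concentration of at least 4. Of 100 shuffles, 0 gave any run of the length accepted. If changes at distal sites made the segment, promoters would have been spared, but the segment's 44 sites within 5 kb of a TSS had a median of -1.10, against -1.11 at its 147 other sites and -0.01 at sites within 5 kb of a TSS across the genome. A median near -1 is the value expected when 1 of 2 copies is lost. For loss of a copy, the direction of expression in the paper's RNA-seq, from the same cells, was compared. Among the 1999 genes used from Table S2, 28 lie in the segment and 28 of these were down, with a median log2FC of -0.94 and a range of -1.61 to -0.62, while 1063 genes elsewhere were down and 899 up (Fisher's exact test, two-sided, p = 4.81e-08). The 99 genes of Table S2 not used here are all increased, and any of them in the segment would count against a lost copy. The size of the change is not specific to the segment, since Table S2 holds genes past a fold change of 1.5 and its down genes elsewhere had a median of -1.01. Of the 52 coding genes in the segment, 50% are in the part of Table S2 used, against 8.55% of coding genes elsewhere. A candidate explanation is therefore the loss of 1 copy of this segment in the DKO clone, and a regional change that depends on Smad2/3 was not tested against it. These data hold 1 clone per genotype, so a second DKO clone would be needed. The paper's microarrays used independent clones of each genotype, and the segment's genes were not examined in them here. Tcf7l1, taken here as the gene of Tcf3, lies in the segment, with a log2FC of -0.76 in the paper's Table S2. It was singled out after its value was seen.

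Some sites had clear signal in WT and the lowest listed value, read as the level of no reads, in DKO. There were 35 sites with a WT concentration of at least 4 of this kind, and 6 sites of the reverse kind. The first made up 1.14% of the 3062 decreased sites with a WT concentration of at least 4, and the second 0.624% of the 961 increased sites with a DKO concentration of at least 4, a difference that did not pass (Fisher's exact test, two-sided, p = 0.198). The site at the deleted Smad3 exon is among them, and 12 lie on chromosome 1, between 88839610 and 180934960, the last being the Lefty1 promoter. Among decreased sites with a WT concentration of at least 4, the share was 4.27% of 281 on chromosome 1 against 0.827% of 2781 elsewhere (odds ratio 5.35, adjusted p = 7.18e-04 over 21 chromosomes, Fisher's exact test). For read depth, the sites without reads were shuffled 10000 times among decreased sites in the same of 10 bins of WT concentration. Chromosome 1 was expected to hold 3.43 of them by WT concentration alone, and the largest excess on any chromosome, that of chromosome 1, was rarely matched (permutation p = 0.0028). Their median WT concentration was 5.06 on chromosome 1 and 4.36 elsewhere, against 5.87 at other decreased sites, so low read depth remains open for single sites, above all on the other chromosomes. For a deleted segment, the neighbouring site was also at that level for only 4 of the 35 sites, and the median gap to the next site was 9230 bp, so any deletions would be smaller than the spacing of sites. For a strain variant, the SD of the log2 fold over this part of chromosome 1 was 0.481, and 6 of 78 overlapping segments of the same length on other chromosomes had an SD as large (range 0.325 to 0.532). That spread is near the upper end but within the range, and it leaves open single variants that remove reads at a site. The paper lists the WT and DKO lines under the same strain background. For expression of the nearest gene, 22.9% of the sites had a nearest gene that was down in Table S2, against 14.5% of other decreased sites (p = 0.223, Fisher's exact test, two-sided). Small deletions or variants of the DKO clone cannot be told apart from a loss of accessibility in a table without reads. This holds for the Lefty1 promoter site too. Low read depth also cannot be excluded at other single sites. At the Lefty1 promoter site, a WT concentration of 6.01 and an FDR of 1.72e-09 argue against low read depth.

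The site at the Peg13 TSS on chromosome 15 rose by a log2 fold of 3.21 in the authors' deposited table, the largest of the 3 increased sites with the lowest FDR. Peg13 is an imprinted gene, so a list of 24 imprinted genes was written from general knowledge before the test. For imprinted regions, 3 of 25 sites within 1 kb of a TSS of the other listed genes were called, or 12% against 1.48% of sites at genes outside the list (odds ratio 9.10, p = 0.00593, Fisher's exact test, two-sided). All 3 were higher in DKO, at Zdbf2 (log2 fold 0.93), Mest (1.33) and Zrsr1 (0.76) in the authors' deposited table, and these genes were named after their values were seen. The other 22 sites were not called, among them those at H19 (FDR 0.524) and Peg10 (FDR 0.545). The paper reports imprinted genes, H19 and Peg10 included, as upregulated in DKO day 3 EBs, profiled by microarray in independent clones. A candidate explanation is a change at some imprinted regions in DKO cells. With 1 clone per genotype in the ATAC-seq, it cannot be told apart at these sites from a change acquired by the clone in culture. DNA methylation was not analysed here.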

How the results depend on the processing

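Decreased sites outnumbered increased sites under every setting tried, with a share of 73.55% to 78.85% of the differential sites. The counts themselves depended on the thresholds. At an FDR under 0.01 there were 1819 decreased and 488 increased sites, at a log2 fold over 1.5 there were 1105 and 371, and at a fold change over 2 there were 676 increased sites. The other alternatives for the counts, among them an FDR under 0.1, the recomputed FDR, the centred log2 fold, sites above the lower quartile of concentration and autosomal sites, stayed within 1.5 times the counts of 3185 and 1027.

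The larger share of differential sites over 5 kb from a TSS kept its direction and passed under each alternative, from 75.21% with GENCODE TSSs, chosen after seeing the data, to 89.7% with protein-coding TSSs. The odds ratio for the direction of sites and nearest genes ranged from 11.07 without the chromosome 6 segment, chosen after seeing the data, to 38.55 at an FDR under 0.01. The share of decreased sites with a nearest gene that was down ranged from 13.08% to 18.95%, and that of increased sites with a nearest gene that was up from 10.71% to 13.16%. These shares and their alternatives were also added after seeing the data. Without the segment, 3021 decreased sites were left.

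For the motifs, 4 of the 6 strings tested for decreased sites and 2 of the 5 for increased sites passed under the shorter window, the matched background and without the segment. The Tcf/Lef string, which did not pass in any of these, reversed to an odds ratio of 0.9915 in 200 bp around the midpoint and to 0.94 with the matched background, and the cause was not tested. The Oct4::Sox2 string reversed to 1.681 with up to 2 mismatches, chosen after seeing the data. With the same mismatches and the matched background it was 1.03, so the rise depends on the background. In increased sites the corresponding odds ratios were 1.885 and 1.691. The lower share of Klf4 matches in increased sites did not pass in 200 bp (0.7315) or with the matched background (0.8786).

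Of the 15 loci, 9 had a changed site within 50 kb, 6 within 10 kb, 8 where the gene had to be the nearest and 9 with no fold threshold. Within 10 kb, Fgf5, Pou3f1 and Tfap2c had none, and Pou3f1 also had none by nearest gene.

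No paired analysis was possible because the authors' deposited table gives 1 mean per genotype and no value per differentiation. For the same reason the tests per library, leaving out each differentiation in turn and the count of other splits of the libraries were not run, and how far the calls rest on any 1 differentiation is unknown.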

Differences from the paper's values

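In the distance classes of Fig. 2C, the share of differential sites at 5 to 50 kb from a TSS was 32.81%, against the paper's about 55% in Fig. 2C, read by eye. At 50 to 500 kb it was 47.13%, against the paper's about 22% in Fig. 2C, read by eye. None of the alternatives set before the data were examined closed these gaps. The nearest edge, protein-coding TSSs and an FDR under 0.01 gave 28.85% to 32.48% and 47.01% to 49.28%. With GENCODE TSSs, chosen after seeing the values, the shares were 49.72% and 25.43%, within 1.5 times the paper's, but the share over 500 kb was then 0.0712%, against about 6% in Fig. 2C, read by eye. The paper measured distances with GREAT.

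The counts of differential sites, 4212 with 3185 decreased and 1027 increased, are close to the paper's 4274, 3234 and 1040. A log2 fold of at least 0.57 gave the paper's 4274, 3234 and 1040 in full. It was chosen after seeing the values, by trying several limits near log2 of 1.5 against the paper's counts.

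The paper marks an increased site at Id3 in Figure 2F. In the authors' deposited table the site on chromosome 4 from 136146780 to 136147050 had a log2 fold of 1.18 with a p-value of 0.0279 and an FDR of 0.196, and none of the settings tried for the loci called it. The paper describes accessibility near extra-embryonic marker genes as appearing largely unaffected, with Figure S2D. Here 1 site 26414 bp from the Tfap2c TSS passed with a log2 fold of 1.27, but no site within 10 kb did. That wording leaves room for such a site. At Nodal, 1 site 1707 bp upstream of the TSS passed with a log2 fold of 0.88 and an FDR of 0.0305 in the authors' deposited table.

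Figure 2H lists Tcf3 and Oct4::Sox2 among the motifs of less accessible sites, and Essrb, Nr5a2 and Klf4 among those of more accessible sites. The paper's text does not say which gene encodes this Tcf3, and the Tcf/Lef string takes it to be Tcf7l1. With exact consensus strings, the odds ratios were 1.13 for Tcf/Lef and 0.675 for Oct4::Sox2 in decreased sites, and 1.71 for Essrb and 1.40 for Nr5a2 in increased sites, none of which passed. For Klf4 the odds ratio in increased sites was 0.721, the opposite direction, but with the matched background it was 0.879 and did not pass. In decreased sites it was 0.441, and 0.803 with the matched background, and increased sites were not tested against decreased sites. Up to 2 mismatches to the Oct4::Sox2 string, chosen after seeing the values, gave an odds ratio of 1.681 in decreased sites that passed, but with the matched background it was 1.03 and did not pass. In increased sites, where Figure 2H does not list it, the same setting gave 1.885, and 1.691 with the matched background.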

Other observations

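The tests in this part were also chosen after the patterns had been seen, and for normalization the result had been seen too. Genes and sites are not independent replicates, and each pattern was found and tested on the same data.

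Decreased sites outnumbered increased ones. On normalization, centring the log2 fold on the median of all sites left 73.55% of the called sites decreased. That setting keeps the authors' p-values, so it tests the fold threshold only. On read depth, 78.66% of the called sites in the highest of 4 classes of concentration, split at the quartiles, were decreased, against 71.33% in the lowest class. Whether the normalization of the reads themselves shifted all sites could not be tested.

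Decreased sites lay farther from a TSS than increased sites. On site concentration, the odds ratio of lying over 5 kb from a TSS was above 1 in each of the 4 classes, but in the class where it was lowest it was 1.137 (p = 0.621, Fisher's exact test, two-sided). In the other classes, from the lowest concentration to the highest, it was 1.989 (p = 0.00383), 2.859 (p = 1.52e-08) and 2.749 (p = 2.59e-08) by the same exact test. The difference was present within 3 of the 4 classes and not detectable in the remaining one, where it cannot be told apart from an effect of concentration.

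The shared direction of site and nearest gene depended on the distance to the TSS. It was 84.2% of 386 sites within 50 kb and 74.7% of 332 sites beyond (p = 0.00203, Fisher's exact test, two-sided), and fell by class from 88.97% within 5 kb to 66.67% over 500 kb. On the size of the accessibility change, Spearman's rho between the log2 fold of the site nearest the TSS and the paper's log2FC was 0.149 across 962 down genes, and Pearson's r was 0.267 (permutation p = 1e-05 for both, the smallest that 100000 resamples can give, with no other relation computed). Without the 2 genes farthest from the median log2 fold, r was 0.138, and outside the chromosome 6 segment rho was 0.163 over 935 genes. The relation is weak. On Smad2/3 occupancy, 39.47% of the down genes with a Smad2/3 peak in day 3 EBs in Table S2 were nearest to a decreased site, against 18.58% without a peak (adjusted p = 6.96e-10 over 4 comparisons, Fisher's exact test, two-sided). For up genes and increased sites the shares were 13.19% and 9.139% (adjusted p = 0.223), and whether the groups differ was not tested. Gene length and the number of sites per gene were not controlled for.

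On GC content as an explanation of the motif shares, the octamer odds ratio in decreased sites was 2.27 against all sites not called and 1.693 against sites matched on GC content and concentration, so the matching accounts for part of the difference and not all of it.

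Beside the chromosome 6 segment, a running median of 0.5 gave 3 shorter runs, on chromosomes 1, 16 and 19, the longest of 2.33 Mb. At 0.3 there were 71 runs, the segment's own included, of which 67 were lower in DKO and 4 higher. Outside chromosome 6 none was longer than 5.64 Mb, and the medians lay between -0.77 and 0.47. Foxa2 lies in a run of this weaker kind, with a median of -0.41. Shuffles at 0.3 were not run, and no explanation was tested.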
